# A gonadal gap junction INX-14/Notch GLP-1 signaling axis suppresses gut defense through an intestinal lysosome pathway

**DOI:** 10.3389/fimmu.2023.1249436

**Published:** 2023-10-19

**Authors:** Xiumei Zhang, Yirong Wang, Zixin Cai, Zhiqing Wan, Yilixiati Aihemaiti, Haijun Tu

**Keywords:** reproductive tract, gap junction, gut defense, notch signaling, lysosome pathway

## Abstract

Gap junctions mediate intercellular communications across cellular networks in the nervous and immune systems. Yet their roles in intestinal innate immunity are poorly understood. Here, we show that the gap junction/innexin subunit *inx-14* acts in the *C. elegans* gonad to attenuate intestinal defenses to *Pseudomonas aeruginosa* PA14 infection through the PMK-1/p38 pathway. RNA-Seq analyses revealed that germline-specific *inx-14* RNAi downregulated Notch/GLP-1 signaling, while lysosome and PMK-1/p38 pathways were upregulated. Consistently, disruption of *inx-14* or *glp-1* in the germline enhanced resistance to PA14 infection and upregulated lysosome and PMK-1/p38 activity. We show that lysosome signaling functions downstream of the INX-14/GLP-1 signaling axis and upstream of PMK-1/p38 pathway to facilitate intestinal defense. Our findings expand the understanding of the links between the reproductive system and intestinal defense, which may be evolutionarily conserved in higher organism.

## Introduction

The mammalian reproductive system not only produces offspring for the maintenance of the species, but also functions innate and adaptive immune response to internal and external stimuli for homeostasis. Interactions between the cells that make up the reproductive immune system and the local microenvironment play crucial roles in the immune responses of the reproductive tract (1). Adaptive immunity generally requires lymphocyte subsets, including B cells, CD4^+^ and CD8^+^ T cells, although there are sex-dependent differences in mammalian reproductive tracts (2). Dimorphic innate immune responses are regulated by cytokines and chemokines produced by local innate immune cells (including natural killer (NK) cells, neutrophils, macrophages), innate lymphoid cells (ILCs) in the reproductive tract, and sex steroid hormones secreted by reproductive tissues (2). Previous studies revealed that intestinal immunity and gut defense are not only controlled by immune cells including macrophages, mast cells and innate lymphoid cells (3), but also regulated by other types of cells such as neurons, muscle cells (3–5). Yet, the role of the reproductive tract in the gut immunity and intestinal defenses remains poorly understood.

The nematode *Caenorhabditis elegans* provides a powerful genetic model to dissect the mechanisms of host-pathogen interactions, innate immune response and intestine defense (6). Although they lack classical adaptive immunity, worms sense pathogen-derived cues (7, 8), exhibit pathogen avoidance behaviors (9, 10) and trigger powerful innate immune responses to defend against pathogen infections (11–13). To date, several evolutionarily conserved signaling pathways have been implicated in *C. elegans’* response to diverse pathogens, including PMK-1/p38 mitogen-activated protein kinase (MAPK) (13), insulin/IGF-1 signaling (IIS) (14), and DBL-1/transforming growth factor (TGF-β) pathways (11). Activation of these pathways stimulates the expression of immune effectors, including lysozymes, lectins, and antimicrobial peptides in intestinal epithelial cells, which function to eliminate invading pathogens (15).

Gap junctions, also known as electrical synapses, are intercellular channels that are widely expressed in vertebrate and invertebrate tissues (16–18). Gap junctions are comprised of two hemichannels embedded in two adjacent cell membranes that dock to form a complete channel and provide a pathway for the exchange of small signaling molecules and ions in a controlled manner. As in higher organisms, *C. elegans* gap junctions allow direct cell-to-cell communication based on membrane voltage, nutrient and second messengers exchange (including Ca^2+^, IP3 and the cyclic nucleotides cAMP and cGMP), and metabolic signal transmission across cell membranes (19–24).

Previous studies estimated that *C. elegans* forms ∼600 gap junctions between its 302 neurons and that gap junction components are involved in diverse biological processes such as establishment of neuronal asymmetry, mechanosensation, aggregation, and aversive olfactory behaviors (25–28). For instance, the innexin gap junction protein NSY-5 coordinates left-right asymmetry of AWC olfactory neurons to establish stochastic, asymmetric gene expression patterns (25). *inx-4* encodes an innexin expressed in the RIM neuron, and RIM-expressed NMR-1 mediates olfactory training-dependent downregulation of INX-4 in PA14-induced neuronal responses (26). Although an increasing number of studies reveal the importance of gap junctions in the nervous system, the role of gap junctions in the intestine defense is poorly understood.

Here, we systematically investigated the susceptibility of gap junction loss-of-function mutants to *Pseudomonas aeruginosa* PA14 infection and identified that the innexin gene *inx-14*, encoding a heterotypic and heteromeric gap junction subunit, acts in the gonad to suppress intestinal defense through a PMK-1/p38 pathway. Transcriptome profiling revealed that GLP-1/Notch signaling was downregulated when *inx-14* was knocked-down in the germline by RNAi, while lysosome pathways, and PMK-1/p38 MAPK signaling were upregulated. We further demonstrate that gonadal INX-14-mediated GLP-1/Notch signaling suppresses the lysosome pathway to regulate gut defense in a PMK-1/p38-dependent manner. Our findings reveal the important roles of the reproductive tract-intestinal epithelia unit in the response to *Pseudomonas aeruginosa* PA14 infection, a process that may be evolutionarily conserved in higher organisms.

## Results

### Loss of the heterotypic and heteromeric gap junction subunit *inx-14* causes enhanced resistance to pathogenic *P. aeruginosa* PA14 infection

The *C. elegans* gap junction gene family is composed of 25 innexin subunits. While these proteins share no primary sequence homology with vertebrate connexins, they exhibit clear structural and functional similarities (19, 29, 30). Each gap junction is formed by oligomerization of six subunits on each cell membrane. Channel subunits can come together in homomeric or heteromeric combinations and form homotypic or heterotypic assemblies (31). The 25 gap junction subunits form channels that are defined by the combinatorial expression of specific innexin proteins in *C. elegans* (31–33). To investigate whether gap junctions modulate innate immunity, we challenged loss-of-function mutants of innexin genes with the well-established *Pseudomonas aeruginosa* PA14 survival assays (**Figures 1A–V**). These experiments revealed different classes of innexin genes involved in pathogen resistance. First, loss-function mutants for *che-7*, *eat-5*, *inx-1*, *inx-5, or unc-7* exhibited enhanced susceptibility to PA14 infection (**Figures 1G–I, K, M**). In contrast, we observed increased resistance for loss-of-function mutants of *inx-8*, *inx-9*, *inx-14*, *inx-19* or *inx-22* (**Figures 1A–D, F**). We however failed to identify any obvious effects for 12 additional innexins (*unc-9*, *inx-2*, *inx-6, inx-7, inx-10, inx-11, inx-15, inx-16, inx-17, inx-18, inx-20* and *inx-21*) (**Figures 1J, L, N–V, E**). Finally, we did not assay three essential innexin genes (*inx-3*, *inx-12* and *inx-13*) as no viable mutants are available (34–36). Taken together, these results clearly implicate multiple innexins in innate intestinal defense in *C. elegans*.

**Figure 1:**
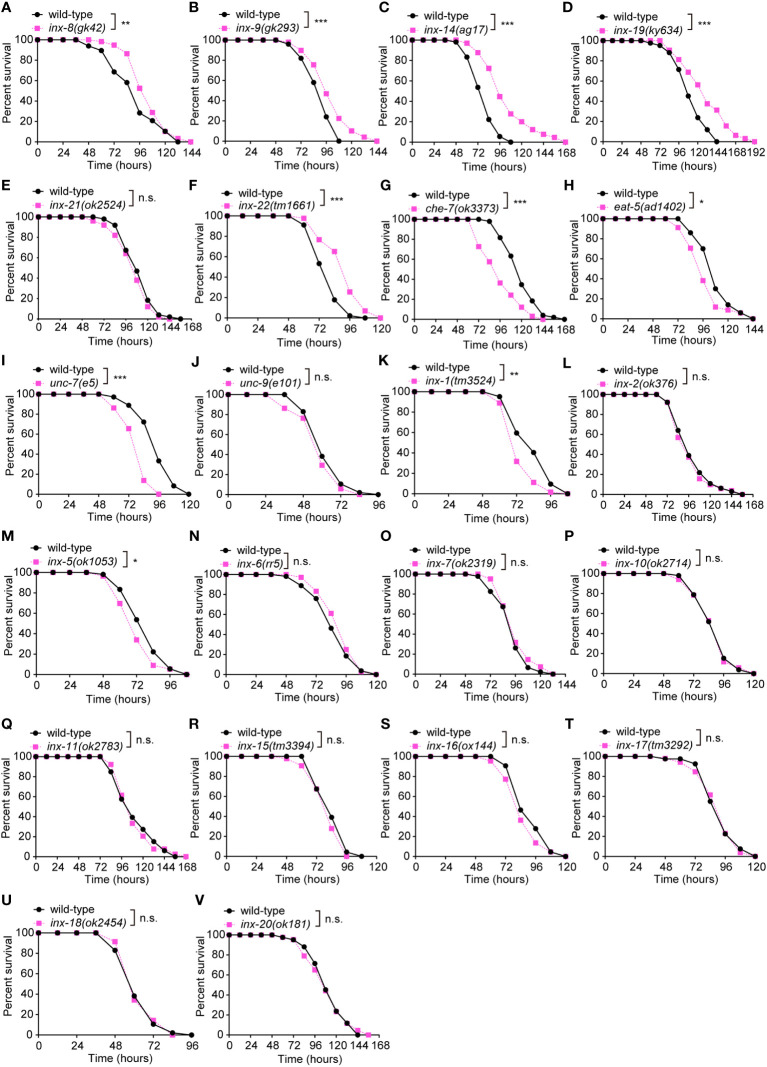
Loss of the gonadal heterotypic heteromeric gap junction subunit gene *inx-14* causes enhanced resistance to *P. aeruginosa* PA14 infection. (A – F) PA14 survival assays of wild-type and gap junction subunit gene mutants *inx-8(gk42)* **(A)**, *inx-9(gk293)* **(B)**, *inx-14(ag17)* **(C)**, *inx-19(ky634)* **(D)**, *inx-21(ok2514)* **(E)**, and *inx-22(tm1661)* **(F)**. **(G–V)** Survival assays of wild-type and gap junction subunit gene mutants *che-7(ok3373)* **(G)**, *eat-5(ad1402)* **(H)**, *unc-7(e5)* **(I)**, *unc-9(e101)* **(J)**, *inx-1(tm3524)* **(K)**, *inx-2(ok375)* **(L)**, *inx-5(ok1053)* **(M)**, *inx-6(rr5)* **(N)**, *inx-7(ok2319)* **(O)**, *inx-10(ok2714)* **(P)**, *inx-11(ok2783)* **(Q)**, *inx-15(tm3394)* **(R)**, *inx-16(ox144)* **(S)**, *inx-17(tm3292)* **(T)**, *inx-18(ok2454)* **(U)**, and *inx-20(ok181)* **(V)**. All experiments were repeated at least three times. Statistical significance was determined by log-rank test. *P < 0.05; **P < 0.01; ***P < 0.001; n.s., not significant. The exact P values of statistics for all survival assays are listed in **Supplementary Table S1**.

Previous studies have demonstrated that INX-8, INX-9, INX-14, INX-21 and INX-22 form two classes of gap junction channels in distinct combinations. Germline proliferation defect of *inx-14* loss-of-function mutants can be phenocopied by *inx-8;inx-9* or *inx-22;inx-21* double mutants (16), suggesting that *inx-14* is essential for these two classes of channels. This prompted us to focus our attention on the role of *inx-14* for intestinal defense upon *Pseudomonas aeruginosa* PA14 infection.

### INX-14 functions in the gonad to suppress intestinal defense against PA14 infection

Since pathogen avoidance is an important behavior for reducing stress caused by microbial infection and for survival to pathogen invasion (37), we compared the avoidance of wild-type and *inx-14(ag17)* mutants to pathogens during PA14 infection. We found that the percentages of occupancy on a PA14 lawn were indistinguishable between *inx-14(ag17)* mutants and wild-type animals at 2, 4, 6, 8, and 10 hours after exposure to a lawn of PA14 bacteria (**Figure S1A**). *inx-14(ag17)* mutants also displayed normal enteric muscle contractions (**Figure S1B**), pharyngeal pumping (**Figure S1C**), body bends (**Figure S1D**), and distribution of green fluorescent beads in the intestine when fed with a mixture of green fluorescent beads and PA14 (**Figures S2A**, **S2B**). However, *inx-14* mutants exhibited significantly longer survival (**Figure S2C**) compared to wild-type animals. In some *C. elegans* mutants, resistance to PA14 infection is linked to reduced accumulation of pathogenic bacteria in the intestine (38, 39). We therefore examined PA14 gut content of *inx-14(ag17)* after infection. Our results showed that GFP-labeled PA14 bacteria (PA14::GFP) accumulated less in the intestine of *inx-14(ag17)* mutants compared to wild-type. However, accumulation was not different in the pharynx (**Figures 2A–D**). Consistently, the number of PA14 bacteria in the body of *inx-14(ag17)* mutant as assayed by colony forming units was dramatically decreased compared to wild-type (**Figure 2E**). These results suggest that the loss of INX-14 enhances the worm’s capacity to eliminate pathogenic bacteria.

**Figure 2:**
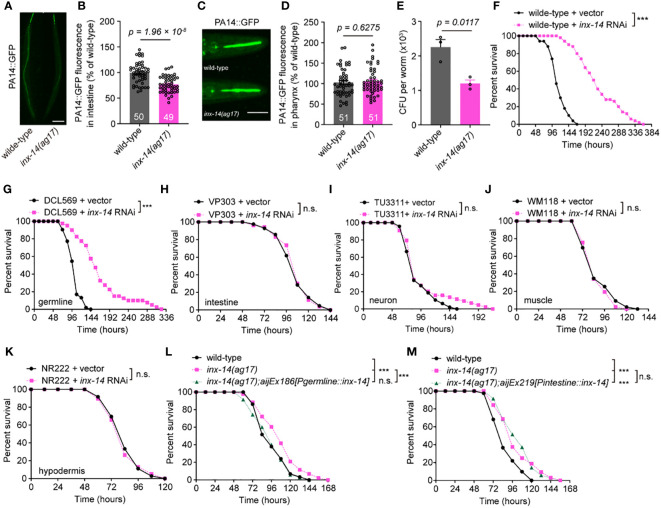
INX-14 acts in the germline of *C elegans* to suppress resistance to PA14. **(A–D)** Representative images **(A, C)** and fluorescence intensity **(B, D)** of GFP-expressing PA14 bacteria accumulated in the intestine **(A, B)** or pharynx **(C, D)** of wild-type and *inx-14(ag17)* mutants after exposed to *P. aeruginosa* for 24 (h) **(E)** Quantification of the colony-forming units (CFU) of wild-type and *inx-14(ag17)* worms exposed to PA14. Data are presented as mean ± SEM. **(F)** Survival of wild-type worms fed on vector control or *inx-14* RNAi bacteria prior to PA14 exposure. **(G–K)** PA14 survival assays following tissue-specific RNAi in the germline (DCL569) **(G)**, intestine (VP303) **(H)**, neurons (TU3311) **(I)**, muscle (WM118) **(J)**, hypodermis (NR222) **(K)** of animals fed on vector control or *inx-14* RNAi bacteria prior to PA14 exposure. **(L, M)** Survival assay of wild-type, *inx-14(ag17)*, and transgenic lines expressing INX-14 in the germline **(L)** and in the intestine **(M)**. All experiments were repeated at least three times. The number of animals analyzed is indicated in **(B)** and **(D)**. Scale bar, 10 μm. Statistical significance was determined by log-rank test for survival assays, or unpaired Student’s t-test for **(B)**, **(D)**, or non-parametric test for **(E)**. ***P < 0.001; n.s., not significant. The exact P values of statistics for all survival assays are listed in **Supplementary Table S1**.

The innate immune response induced by bacterial infection occurs primarily in the gut (6) or epidermal tissue (11) of *C. elegans*. Remarkably, *inx-14* is mainly expressed in the germline, neurons and muscle cells (34, 40). To determine in which tissue *inx-14* acts to reduce intestinal defense, we treated animals with tissue-specific *inx-14* RNAi prior to PA14 infection. First, we found that wild-type animals fed with *inx-14* RNAi bacteria displayed robust resistance to PA14 infection (**Figure 2F**). Next, we observed that tissue-specific *inx-14* RNAi in the germline (DCL569) was sufficient to phenocopy this effect (**Figure 2G**), while RNAi in the intestine (VP303) (**Figure 2H**), neurons (TU3311) (**Figure 2I**), muscle (WM118) (**Figure 2J**) or hypodermis (NR222) (**Figure 2K**) did not. Furthermore, the enhanced resistance of *inx-14(ag17)* mutants to PA14 infection was fully rescued by *inx-14* transgene expression in the germline under the control of germline-specific *pgl-1* promoter (**Figure 2L**), but not in the intestine under the control of intestine-specific *ges-1* promoter (**Figure 2M**). Finally, we also observed enhanced resistance to PA14 infection in *inx-14(ag17)* males (**Figure S2D**), or larvae at different life stages (L1, L2, or L3) (**Figures S2E–S2G**). Taken together, these results supported the notion that *inx-14* expressed in the germline may suppress intestinal defense response against pathogen infection.

### Gonad gap junction-dependent intestinal defense requires PMK-1/p38, but not FOXO/DAF-16 or TGF-β/DBL-1 immune pathways

Previous studies have revealed that several evolutionarily conserved signaling pathways are required for *C. elegans* defense response to diverse pathogens, including the PMK-1/p38 mitogen-activated protein kinase (MAPK) (13), insulin/IGF-1 signaling (IIS) (14), and DBL-1/transforming growth factor (TGF-β) pathways (11). Activation of these pathways triggers the expression of immune effectors such as lysozymes, lectins, and antimicrobial peptides in intestinal epithelial cells, which recognize and eliminate invading pathogens (15). To examine which signaling pathways are required for INX-14-mediated intestinal defense, we knocked down the expression of essential components of these pathways using RNAi in an *inx-14(ag17)* mutant background and compared their survival on PA14 bacteria. We observed that the resistance of inx-14(ag17) mutant to PA14 was almost completely suppressed by RNAi knockdown of the PMK-1/p38 pathway genes *nsy-1*, *sek-1*, and *pmk-1* (**Figures 3A–C**). This genetic interaction suggested that *inx-14* may act upstream of the PMK-1/p38 pathway.

**Figure 3:**
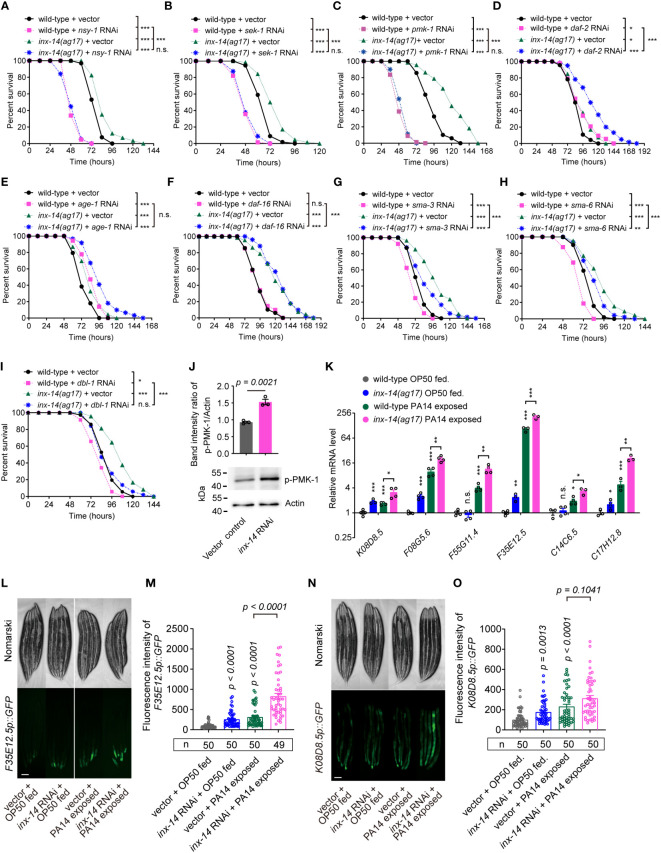
Resistance of inx-14 loss-of-function mutants to PA14 infection requires the PMK-1/p38 pathway, but not FOXO/DAF-16 or TGF-β/DBL-1 immune pathways. **(A–C)** PA14 survival assays of wild-type and *inx-14(ag17)* mutants fed with vector control, or RNAi against PMK-1/p38 pathway genes *nsy-1* **(A)**, *sek-1* **(B)**, *pmk-1* **(C)**. **(D–F)** Survival assays of wild-type and *inx-14(ag17)* mutants fed on vector control or RNAi against IIS/DAF-16 pathway component genes *daf-2* **(D)**, *age-1* **(E)**, *daf-16* **(F)**. **(G–I)** Survival assays of wild-type and *inx-14(ag17)* mutants fed on vector control or RNAi targeting DBL-1/TGF-β pathway components *sma-3* **(G)**, *sma-6* **(H)**, *dbl-1* **(I)**. **(J)** Representative western blots and quantitative analysis of the phosphorylation level of PMK-1/p38 in wild-type animals fed with vector control or *inx-14* RNAi prior to PA14 infection for 24 (h) **(K)** RT-qPCR analyses of the expression levels of six PMK-1/p38-dependent genes in wild- type and *inx-14(ag17)* mutant animals fed on OP50 or exposed to PA14. The exact P values of statistics for comparison of qRT-PCR between groups are listed in **Supplemental Table S2**. **(L–O)** Representative images **(L, N)** and quantification **(M, O)** of PMK-1/p38 pathway-dependent gene reporters F35E12.5p::GFP **(L, M)** or K08D8.5p::GFP **(N, O)** fed on vector control or *inx-14* RNAi bacteria prior to OP50 feeding or PA14 exposure. All experiments were repeated at least three times. Column data with plots are presented as mean ± SEM. The number of animals analyzed is indicated. Statistical significance was determined by log-rank test for survival assays, or non-parametric test for **(J)**, or Kruskal–Wallis with Dunn’s multiple comparison test for **(K, M, O)**. *P < 0.05; **P < 0.01; ***P < 0.001; n.s., not significant. Scale bar, 100μm in **(L, N)**.

It has previously been reported that mutants for *daf-2* (insulin/IGF receptor) and *age-1* (catalytic subunit of phosphatidylinositol 3-OH kinase) exhibit enhanced resistance to PA14 infection (41), similarly to *inx-14* mutants described here. When, we performed *daf-2* or *age-1* RNAi knockdown in *inx-14(ag17)* mutants, we observed a significantly stronger resistance to PA14 than in either single mutant (**Figures 3D, E**), while *daf-16* RNAi in wild-type or *inx-14(ag17)* mutant animal did not alter the sensitivity of these strains (**Figure 3F**).

In contrast, RNAi-mediated knock-down of the DBL-1/TGF-β pathway genes *sma-3*, *sma-6*, or *dbl-1*, enhanced sensitivity of wild-type worms to PA14 infection (**Figures 3G–I**). This enhancement of sensitivity to PA14 was conserved in an *inx-14(ag17)* genetic background (**Figures 3G–I**).

We next examined the phosphorylation level of p38/PMK-1 and found that it was significantly increased by *inx-14* RNAi (**Figure 3J**). Consistently, RT-qPCR analyses revealed that six p38/PMK-1-dependent genes, including *K08D8.5* (43), *F08G5.6* (11), *F55G11.4* (42), *F35E12.5* (44), *C14C6.5* (42) and *C17H12.8* (45) were significantly up-regulated upon PA14 infection in wild-type and *inx-14(ag17)* mutants (**Figure 3K**). The fluorescence intensities of the p38/PMK-1-dependent gene reporters *F35E12.5p::GFP* and *K08D8.5p::GFP* were also dramatically increased by *inx-14* RNAi (**Figures 3L–O**). Together these results suggest that INX-14-mediated intestinal defense of *C. elegans* is dependent on the PMK-1/p38, but not IIS/DAF-16, or DBL-1/TGF-β signaling pathways, and that the PMK-1/p38 pathway acts downstream of INX-14 to regulate intestinal defense.

### GLP-1/Notch signaling acts downstream of INX-14 in the germline to suppress intestine defense

To elucidate the mechanism of INX-14-regulated intestinal defense, we performed a transcriptomic analysis in the germline-specific RNAi strain DCL569 (46) fed with control or *inx-14* RNAi, prior to OP50 feeding or PA14 infection. 

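DCL569 is a *C. elegans* strain in which RNAi works in the germline only, and L4440 is the empty vector fed to the control animals. RNA of whole animals, and not of dissected gonads, was sequenced in 12 libraries: 3 each from animals on vector or *inx-14* RNAi that were then kept on OP50, the standard food, or on the pathogen PA14 for 24 hours at 25 °C. The groups were taken from the sample titles, which mark control (CT) and knockdown (KD) as the datasets of the paper do. The genotype labels of the same samples read vector for all 6 libraries on OP50 and *inx-14* RNAi for all 6 on PA14, which conflicts with the titles. According to the Methods, the authors aligned 150 bp paired-end reads to WBcel235 with HISAT2, counted uniquely mapped reads per gene with featureCounts and tested the counts with DESeq2. They deposited the raw count of each gene in each library, so that no normalization had been applied to the values used here. The total count per library ranged from 18579462 to 21653059, with a median of 21096745 for vector on OP50, 19730673 for *inx-14* RNAi on OP50, 19780722 for vector on PA14 and 19359352 for *inx-14* RNAi on PA14. Counts were scaled here by edgeR's TMM method and tested in all 12 libraries together with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Genes entered the test when at least 1 library had 50 reads, which left 12035 of the 24401 genes with a count.

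The targeted gene, *inx-14* (WBGene00002136, chromosome I of WBcel235, 7350312 to 7352235), had 159 ± 11 CPM (counts scaled to the size of the library; mean ± SD, n = 3) with vector and 55.3 ± 57.5 (n = 3) with *inx-14* RNAi on OP50. On PA14 it had 175 ± 7.89 CPM (n = 3) with vector and 46.6 ± 41.3 (n = 3) with *inx-14* RNAi. Every library titled as knockdown was below every library titled as control on the same bacteria, which is the smallest p that 3 libraries against 3 allow (two-sided exact permutation test, p = 0.1 on each food). The knockdown libraries differed widely, at 6.88, 40.3 and 119 CPM in replicates 1, 2 and 3 on OP50 and at 5.09, 47.0 and 87.7 CPM on PA14. The log2 fold change was -1.91 on PA14 (standard error 0.94, adjusted p = 0.103 from edgeR's quasi-likelihood test) and -1.52 on OP50 (standard error 0.928, adjusted p = 0.172). With 1 library left out, the value on OP50 ranged from -2.75 without replicate 3 of *inx-14* RNAi to -0.99 without replicate 1 (adjusted p from 0.0286 to 0.375). On PA14 the adjusted p was 0.0395 with DESeq2 on the same genes and 0.035 with the replicate number as an additive block, within a range from 0.0213 to 0.232 over the alternatives. The gene lies across from *kbrl-1* on the other strand, which took 16619 reads in the 12 libraries against 27966 for *inx-14*, and the sources used here do not say whether the counting used the strand. Germ cell genes fell as a whole in these animals. On PA14 the log2 fold changes of 38 germ cell and meiosis genes had a median of -1.46 and a lowest value of -1.66. On OP50 these were -1.24 and -1.4. *inx-14* fell further than each of them on both foods. A fall of germline RNA as a whole may still be part of its fall, and the counts do not separate that part from the knockdown.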

Differential gene expression analyses of RNA-Seq data revealed that *inx-14* RNAi treatment led to downregulation of 4757 genes upon PA14 exposure (**Figure S3A** and datasets S1), and down-regulation of 56 genes when fed with OP50 (**Figure S3A**). 

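On PA14, 309 genes were lower after *inx-14* RNAi than with vector at an adjusted p under 0.05 and a log2 fold change under -0.5, the thresholds in the note of Datasets S1 (edgeR's quasi-likelihood test). At the thresholds of the Methods, 0.01 and -1, edgeR called 0 genes lower on PA14 and DESeq2 called 68, while 6825 genes in either direction had an unadjusted p under 0.05 in edgeR. The replicate number as an additive block moved the count most among the settings with all 12 libraries, to 3363, and DESeq2 on the same genes gave 2829. All 309 genes were among the calls of both settings. A single library decided the count as well. Without replicate 3 of *inx-14* RNAi, in which *inx-14* was reduced least, 3087 genes were lower, and without replicate 1 or 2 of *inx-14* RNAi 4 and 10 were. Leaving out replicate 1, 2 or 3 of the vector libraries left 12, 0 and 0 genes.

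All 309 genes were among the 4757 genes that the authors' deposited table gives as lower at the same thresholds, and that table holds 409 genes at the thresholds of the Methods. Of the 4757 genes, 4595 were tested here and all 4595 had a log2 fold change below 0. On OP50, edgeR called 0 genes lower at 0.01 and -1, with 5782 genes in either direction at an unadjusted p under 0.05, and DESeq2 on the same genes called 15. At 0.05 and -0.5, edgeR called 43 genes lower on OP50, of which 22 are among the 56 that the authors' deposited table gives at those thresholds. With DESeq2 on the same genes the count at 0.05 and -0.5 was 727, with the replicate block 1654 and with median-ratio size factors 135. In the 6 libraries on OP50 alone edgeR called 0 (4618 genes in either direction at an unadjusted p under 0.05), and DESeq2 on those libraries without a gene filter, chosen after the data were seen, called 56. The 43 became 3, 2 and 8 without vector replicate 1, 2 and 3, and 1, 2 and 4285 without replicate 1, 2 and 3 of *inx-14* RNAi. At 0.01 and -1, leaving out the last of these libraries gave 337 genes. Whether the effect of *inx-14* RNAi differed between the 2 foods was tested as an interaction, for which edgeR called 0 genes at an adjusted p under 0.05, with 144 at an unadjusted p under 0.05. DESeq2 called 3, which were *acdh-1*, *acs-2* and *mtl-2* and are named here because of that count. Between the foods, *inx-14* RNAi libraries of the same number correlated in replicates 1 and 3 (0.87 and 0.89) and hardly in replicate 2 (0.1). With a block for each RNAi and replicate number, chosen after that was seen, edgeR called 1 gene, *C35A5.3* (log2 difference between the 2 effects 2.31, adjusted p = 0.0378). That block also pairs replicate 2, for which the correlation gives little ground.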

The KEGG pathway enrichment analysis of the 4757 down-regulated genes revealed that the Notch signaling pathway (marked with a red asterisk) (**Figure S3B**) was significantly downregulated.

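The KEGG gene sets were not used here, and a list of 19 Notch pathway genes written before the data were examined took their place. It holds ligands, the receptors *glp-1* and *lin-12*, the proteases that cleave them and their nuclear partners. Of its 17 tested genes, 16 were lower after *inx-14* RNAi on PA14, all but *lin-12*, and the median log2 fold change was -1.13. Limma's camera test, with a preset correlation of 0.01 between genes, placed the list below the other genes (p = 0.000219). The fry test, which uses the correlation seen in the libraries, gave p = 0.058, and camera with the correlation estimated for the list gave p = 0.305. Only *aph-1*, with a log2 fold change of -1.17 (standard error 0.406, adjusted p = 0.0478 from edgeR's quasi-likelihood test), had an adjusted p under 0.05 among all genes tested, and 0 genes had one adjusted over the list alone. Without any 1 library on PA14 other than replicate 3 of *inx-14* RNAi, 0 genes of the list had an adjusted p under 0.05, and without that replicate 10 had (9 adjusted over the list alone). DESeq2 and the replicate block each gave 10 as well, also adjusted over the list alone. On OP50 all 17 genes were lower, with a median of -0.93. Camera and fry, neither an exact test, gave p = 3.76e-05 and p = 0.053 there, and camera with the estimated correlation p = 0.257. On OP50 0 genes of the list had an adjusted p under 0.05, against 1 with DESeq2, 7 with the replicate block and 14 without replicate 3 of *inx-14* RNAi. Adjusted over the list alone, these counts were 0, 0, 0 and 14. The median of the list was lower in every knockdown library than in every vector library on each food (two-sided exact permutation test over the libraries, p = 0.1, the smallest that 3 against 3 allow). A list of 38 germ cell and meiosis genes, which holds none of the Notch genes, was lower in all 38 genes on PA14, with a median of -1.46. From the enrichment of the pathway among the lower genes, the paper turns to the expression of the Notch genes themselves.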

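The Notch receptor gene *glp-1* (WBGene00001609, chromosome III of WBcel235, 9092241 to 9099698) had 281 ± 17.8 CPM (n = 3) with vector and 111 ± 85.3 (n = 3) with *inx-14* RNAi on PA14, a log2 fold change of -1.34 (standard error 0.661, adjusted p = 0.104 from edgeR's quasi-likelihood test). All 3 knockdown libraries were below all 3 vector libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The replicate number as a block gave -1.69 (adjusted p = 0.0347), DESeq2 gave -1.47 (adjusted p = 0.0494), and leaving out replicate 3 of *inx-14* RNAi gave -2.09 (adjusted p = 0.0371). Over the alternatives the adjusted p lay between 0.033 and 0.249. The fall of *glp-1* was smaller than that of 29 of the 38 germ cell and meiosis genes. The ligand gene *apx-1* (WBGene00000168, chromosome V, 3210189 to 3223218) fell from 150 ± 12.3 CPM (n = 3) to 61.2 ± 42.5 (n = 3), a log2 fold change of -1.30 (standard error 0.663, adjusted p = 0.112). With the block it was -1.64 (adjusted p = 0.0406), and without replicate 3 of *inx-14* RNAi -1.94 (adjusted p = 0.0496), within a range of adjusted p from 0.0264 to 0.274. The gene *dsl-1* (WBGene00001103, chromosome IV, 1207255 to 1208102) was at a low level throughout, at 1.04 ± 0.36 CPM (n = 3) with vector and 0.322 ± 0.107 (n = 3) with *inx-14* RNAi. Its log2 fold change was -1.69 (standard error 0.705, adjusted p = 0.0743), and the adjusted p was 0.0357 with DESeq2 and 0.0467 in the 6 libraries on PA14 alone, within a range from 0.0079 to 0.18.

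The receptor gene *lin-12* (WBGene00003001, chromosome III, 9060096 to 9071760) did not differ between the groups, at 8.36 ± 2.22 CPM (n = 3) with vector and 8.5 ± 1.51 (n = 3) with *inx-14* RNAi (log2 fold change 0.02, standard error 0.273, adjusted p = 0.94). The sign of this value changed with the normalization, to -0.10 with median-ratio size factors. It overlaps *gst-1* on the other strand, which took 58970 reads against 2692 for *lin-12*, so that its count is uncertain. The ligand gene *lag-2* (WBGene00002246, chromosome V, 3188350 to 3189841) had 11 to 19 reads per library on PA14, and *arg-1* (WBGene00000185, chromosome X, 1786907 to 1788405) had 0 or 1. Neither reached 50 reads in any library, and in a fit without that filter *lag-2* had a log2 fold change of 0.23 (standard error 0.469, adjusted p = 0.775) and *arg-1* of -0.68 (standard error 1.64, adjusted p = 0.82). With 0 or 1 reads, a change of *arg-1* on PA14 cannot be measured. On OP50, *glp-1* changed by -1.17 (adjusted p = 0.151), *apx-1* by -1.1 (adjusted p = 0.168), *dsl-1* by -1.28 (adjusted p = 0.121) and *lin-12* by -0.39 (adjusted p = 0.211). With 1 library on OP50 left out, *glp-1* ranged from -1.91 to -0.74 (adjusted p from 0.0279 to 0.378) and *apx-1* from -1.95 to -0.64 (0.0232 to 0.392). *dsl-1* ranged from -2.47 to -0.83 (0.00288 to 0.313) and *lin-12* from -0.52 to -0.31 (0.145 to 0.401). For *glp-1*, *apx-1* and *dsl-1* the fall was largest without replicate 3 of *inx-14* RNAi and smallest without replicate 1. In the fit without the filter *lag-2* changed there by -0.81 (standard error 0.441, adjusted p = 0.19, and from 0.0496 with DESeq2 to 0.437 over the alternatives that tested it). *arg-1* had 4, 1 and 1 reads with vector on OP50 and 1, 0 and 0 with *inx-14* RNAi, and its fitted -2.04 (standard error 1.51, adjusted p = 0.343) is uncertain.

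**Figure D1:**
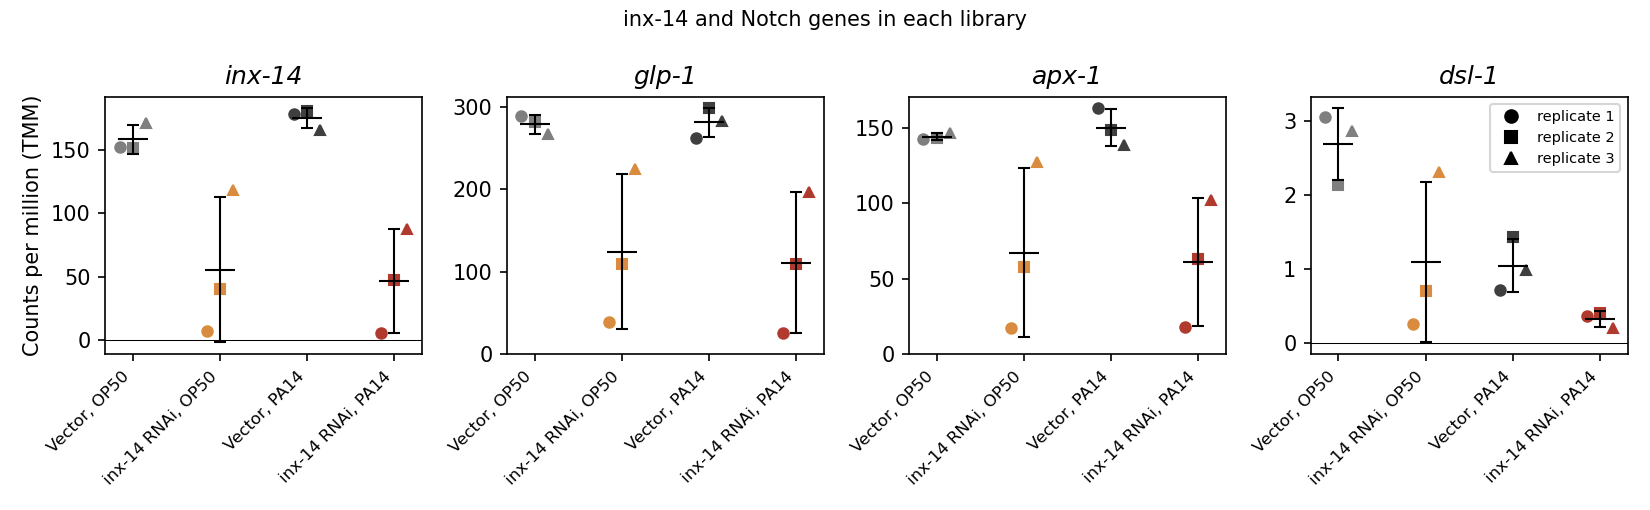
Normalized counts of *inx-14*, *glp-1*, *apx-1* and *dsl-1* in CPM (TMM) in each of the 12 libraries, by RNAi and bacteria. Each symbol is 1 library (circle, square and triangle for replicates 1, 2 and 3), and the bars give the mean and SD of 3 libraries. For *inx-14*, *glp-1* and *apx-1*, replicate 3 of *inx-14* RNAi lies closest to the vector libraries on both foods, while *dsl-1* on PA14 is lowest in that library.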

Based on these RNA-Seq data, we observed that the mRNA expression levels of *glp-1* and *lin-12* (two Notch receptor orthologs), *apx-1* and *lag-2* (two Notch ligands), and *arg-1* and *dsl-1* (encoded Notch binding activity) (47) were down-regulated by *inx-14* RNAi (**Figure 4A**). Previous studies found that the GLP-1/Notch pathway regulates *C. elegans* germline development (48) and loss of *glp-1* caused enhanced resistance to PA14 infection (49). Consistently, we found that a *glp-1(e2141)* mutant, but not *lin-12* RNAi, showed dramatically enhanced resistance to PA14 infection (**Figures 4B, C**). Surprisingly, RNAi knock-down of *lag-2* and *apx-1*, either individually or in combination, did not obviously affect the susceptibility of wild-type animals to PA14 infection (**Figures S3C–S3E**), suggesting that these Notch ligands are dispensable for INX-14-mediated gut defense.

**Figure 4:**
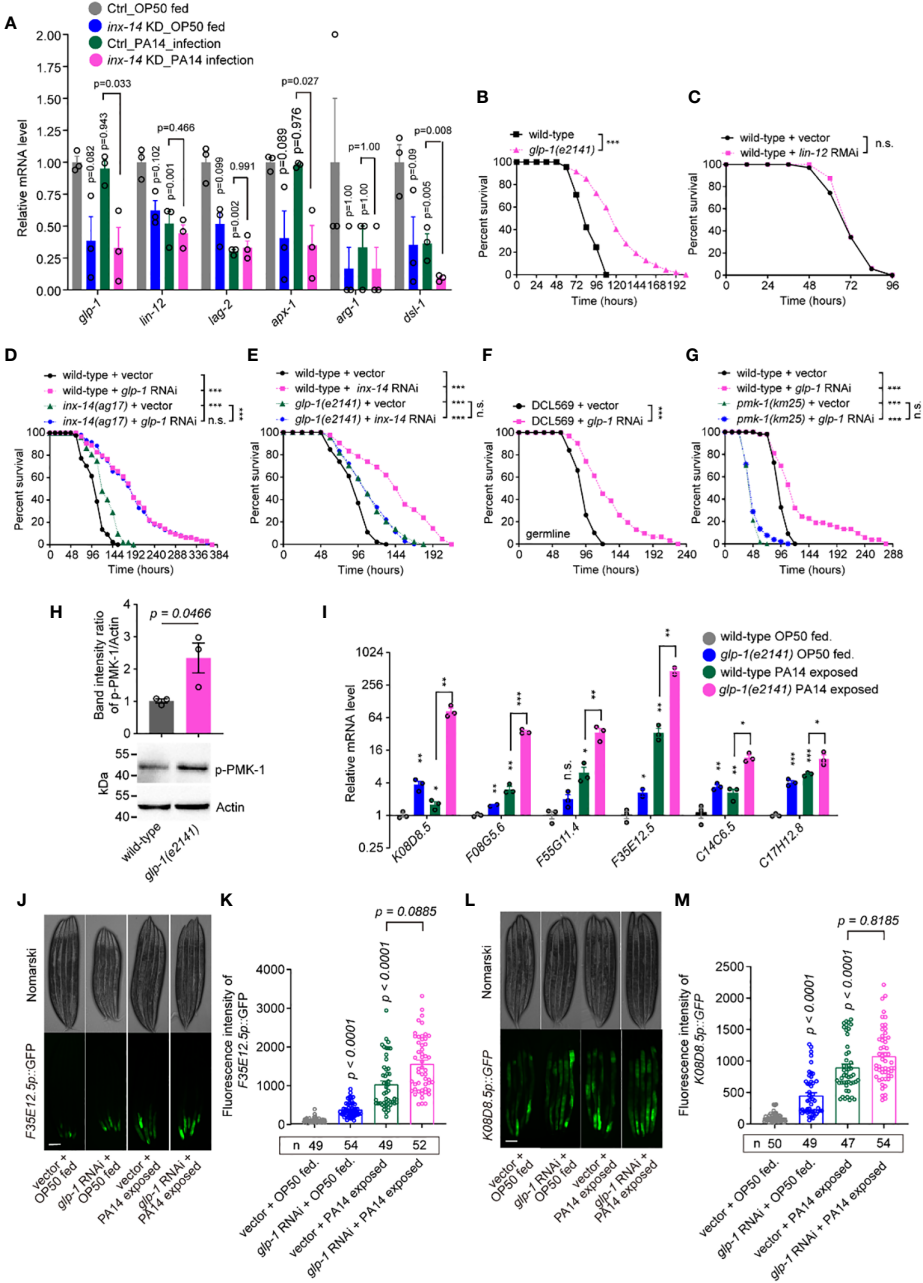
GLP-1/Notch signaling acts downstream of INX-14 in the germline to suppress the intestinal defense. **(A)** Normalized expression levels of Notch signaling pathway components *glp-1*, *lin-12*, *lag-2*, *apx-1*, *arg-1* and *dsl-1* in the transcriptome profile of germline-specific RNAi strain DCL569. Ctrl, L4440 vector control; *inx-14* KD indicates *inx-14* knockdown by germline-specific RNAi. **(B, C)** Survival assay of wild-type and glp-1(e2141) mutant **(B)**, or of animals fed on vector control or *lin-12* RNAi bacteria **(C)**. **(D)** Survival assay of wild-type and *inx-14(ag17)* mutant animals fed on vector control or *glp-1* RNAi bacteria. **(E)** Survival assays of wild-type and *glp-1(e2141)* mutants fed on vector control or *inx-14* RNAi bacteria, prior to PA14 exposure. **(F)** Survival assays of the germline-tissue-specific RNAi strain DCL569 fed on vector control or *inx-14* RNAi bacteria prior to PA14 exposure. **(G)** Survival assays of wild-type and *pmk-1(km25)* mutant animals fed on vector control or *glp-1* RNAi bacteria, prior to PA14 exposure. **(H)** Representative western blot images and quantitative analysis of the phosphorylation level of PMK-1/p38 in wild-type and *glp-1(e2141)* mutant animals upon PA14 exposure. **(I)** RT-qPCR analysis of the expression levels of six PMK-1/p38-dependent genes in wild-type and *glp-1(e2141)* mutants fed on OP50 or exposed to PA14. The exact P values of statistics for comparison of qRT-PCR between groups are listed in **Supplementary Table S2**. **(J–M)** Representative images **(J, L)** and quantification **(K, M)** of PMK-1/p38 pathway-dependent gene reporters F35E12.5p::GFP **(J, K)** and K08D8.5p::GFP **(L, M)**, fed on vector control or *inx-14* RNAi bacteria, prior to OP50 feeding or exposure to PA14. All experiments were repeated at least three times. The number of animals analyzed is indicated in **(K, M)**. Column data with plots are presented as mean ± SEM. Statistical significance was determined by log-rank test for survival assay, or non-parametric test for **(H)**, or Kruskal–Wallis with Dunn’s multiple comparison test for **(I)**, **(K)**, and **(M)**. *P < 0.05; **P < 0.01; ***P < 0.001; n.s., not significant. Scale bar, 100 μm in **(J, L)**.

The transforming growth factor β (TGF-β) family is a major evolutionarily-conserved signal transduction pathway that plays crucial roles in development and homeostasis (48, 50, 51). The canonical TGF-β signal transduction pathway is comprised of two transmembrane ser/thr kinase receptors, namely type I TGF-β receptors encoded by *daf-1* or *sma-6*, and a type II receptor encoded by *daf-4*. DAF-7 and DBL-1 are ligands of type I and type II TGF-β receptors, respectively, which are referred to as the Dauer pathway and the Sma/Mab pathway (52). Our results showed that INX-14-mediated intestinal defense is not dependent of the DBL-1/TGF-β signaling pathway (**Figures 3G–I**). Previous studies have found that DAF-7/TGF-β signaling acts in distal tip cells (DTC) to directly regulate the proliferation/differentiation decision in the germline, in parallel with the GLP-1/Notch pathway (48). To address if DAF-7/TGF-β also acts in INX-14-mediated intestinal defense, we examined the survival rate of animals with decreased DAF-7/TGF-β signaling. We found that RNAi knock down of *daf-1*, *daf-3*, *daf-4*, *daf-5* or *daf-7* in wild-type and *inx-14(ag17)* mutants did not significantly alter their susceptibility to PA14 infection (**Figures S3F–S3J**). Together these results suggested that GLP-1/Notch rather than DAF-7/TGF-β signaling is involved in the suppression of the intestinal immunity in *C. elegans*.

To test if and how *glp-1* genetically interacts with *inx-14*, we examined and compared the survival rate of wild-type and *inx-14(ag17)* mutants with vector control or *glp-1* RNAi, upon PA14 infection. We observed that the resistant effect of *inx-14* or *glp-1* RNAi in wild-type animals to PA14 infection was stronger than that of any corresponding *inx-14(ag17)* or *glp-1(e2141)* mutants (**Figures 4D, E**), which maybe result from partial loss function of INX-14 in *inx-14(ag17)* or of GLP-1 in *glp-1(e2141)* mutants for both *ag17* and *e2141* alleles are substitution mutations (53, 54) although we could not rule out the possibility of RNAi off-target effect. We then observed that the survival of *glp-1* RNAi in *inx-14(ag17)* mutants exhibited no significant difference to that of *glp-1* RNAi in wild-type animals (**Figure 4D**). Alternatively, we observed that the survival rate of *inx-14* RNAi in *glp-1(e2141)* mutants blocked the effect of significantly different from that of *inx-14* RNAi in wild-type animals, indicating that loss function of *glp-1* completely blocked the more enhanced resistance of *inx-14* RNAi in wild-type than that of *glp-1(e2141)* mutants (**Figure 4E**). Taken together, these data suggest that *inx-14* and *glp-1* function in the same genetic pathway, and *glp-1* may genetically act downstream of *inx-14* to suppress intestinal defense.

To address in which tissue *glp-1* functions, we examined the susceptibility of tissue-specific *glp-1* RNAi and found that germline-specific RNAi (DCL569) (46) (**Figure 4F**), but not neuron- (TU3311) (55) (**Figure S3K**), muscle- (WM118) (56) (**Figure S3L**), intestine- (VP303) (57) (**Figure S3M**), or hypodermis-specific RNAi (NR222) (58) (**Figure S3N**) caused enhanced resistance to PA14 infection. Collectively, these data suggest that GLP-1/Notch acts in the germline and downstream of INX-14/GAP junction to suppress the intestinal defense of *C. elegans*.

Next, to test a possible link between GLP-1 signaling and the PMK-1/p38 pathway, we examined the effect of loss-of-function mutations for *sek-1*, *nsy-1*, and *pmk-1* on the PA14 susceptibility of wild-type animals fed with *glp-1* RNAi. We found that these mutations completely suppressed the enhanced susceptibility caused by *glp-1* RNAi (**Figure 4G**, **Figures S3O, S3P**).

We also detected an increased phosphorylation level of PMK-1/p38 in *glp-1(e2141)* mutants (**Figure 4H**). Furthermore, as we observed above of *inx-14* (**Figure 3K**), RT-PCR analysis revealed that six PMK-1/p38-dependent genes *K08D8.5* (43), *F08G5.6* (11), *F55G11.4* (42), *F35E12.5* (44), *C14C6.5* (42) and *C17H12.8* (45), were significantly up-regulated upon PA14 infection in wild-type and in *glp-1(e2141)* mutants (**Figure 4I**). Consistently, the fluorescence intensities of the PMK-1/p38-dependent gene reporters *F3512.5p::GFP* and *K08D8.5p::GFP* were dramatically increased either upon PA14 infection or *glp-1* RNAi treatment (**Figures 4J–M**). Taken together, we propose that GLP-1/Notch signaling acts downstream of the INX-14/Gap junction to represses intestinal defense by inhibiting PMK-1-dependent signaling.

### Gonadal INX-14 and GLP-1 repress an intestinal lysosome pathway

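On PA14, 130 genes were higher after *inx-14* RNAi than with vector at an adjusted p under 0.01 and a log2 fold change over 1 (edgeR's quasi-likelihood test). DESeq2 on the same genes called 2519, which moved the count most among the settings with all 12 libraries and these thresholds, and the replicate number as a block gave 1340. All 130 genes were among both sets of calls. Without replicate 3 of *inx-14* RNAi 1883 genes were called, without replicate 1 and 2 of *inx-14* RNAi 9 and 1, and without any 1 of the 3 vector libraries 0. At an adjusted p under 0.05 and a log2 fold change over 0.5, edgeR called 3643 genes, and 1750, 17 and 4 without vector replicate 1, 2 and 3 and 753, 2099 and 4488 without replicate 1, 2 and 3 of *inx-14* RNAi. All 130 genes were among the 2134 that the authors' deposited table gives as higher at 0.01 and 1, and of those, 2043 were tested here and all 2043 had a log2 fold change above 0. On OP50 1 gene was called at 0.01 and 1, *H39E23.3*, which was also called on PA14. The count on OP50 was 28 with the block, 2887 with DESeq2, 4442 without replicate 3 of *inx-14* RNAi on OP50, 0 without any 1 of the 3 vector libraries and 4400 at 0.05 and 0.5. Those 4400 became 1 in the 6 libraries on OP50 alone, 1934, 1950 and 2661 without vector replicate 1, 2 and 3, and 1949, 2860 and 5546 without replicate 1, 2 and 3 of *inx-14* RNAi.

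By the rule set in advance, 3 genes with the largest rise on PA14 are given. *H39E23.3* (WBGene00044201, chromosome V of WBcel235, 14107811 to 14110151) had 2 reads in the 3 vector libraries together and 528 ± 316 CPM (n = 3) with *inx-14* RNAi, a ratio of 14400 with a 95% counting interval from 4000 to 119000. *scl-20* (WBGene00013972, chromosome V, 18732802 to 18734466) had 0 reads in all vector libraries and 34.6 ± 14.5 CPM (n = 3) with *inx-14* RNAi. Against a floor of 3 reads over the vector group this is 637-fold higher, with a 95% lower counting limit of 517. The metallothionein gene *mtl-1* (WBGene00003473, chromosome V, 6691371 to 6691863) rose from 0.145 ± 0.153 CPM (n = 3) to 221 ± 146 (n = 3), a log2 fold change of 10.54 (standard error 1.36, adjusted p = 0.0061 from edgeR's quasi-likelihood test). Without vector replicate 1, 2 and 3 its adjusted p was 0.0274, 0.0487 and 0.0614, and without replicate 1 and 2 of *inx-14* RNAi 0.0127 and 0.0217, within a range from 1.01e-32 to 0.0614. No gene met the same rule for a fall. Intervals and floors cover counting error only.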

To gain insight into the cellular mechanisms underlying INX-14 and GLP-1-mediated intestinal defense, we performed KEGG pathway enrichment analyses of the genes that were up-regulated upon PA14 infection in *inx-14* RNAi treated animals compared to wild-type (**Figures 5A**, **Datasets S2**). This analysis revealed significant enrichment of MAPK signaling and lysosome pathways (**Figures 5B**, **Datasets S3**). These results were consistent with our data showing that INX-14/GLP-1-mediated intestinal defense is dependent on PMK-1/p38 MAPK signaling (**Figure 3**).

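A list of 70 lysosome genes written before the data were examined (cathepsins, other acid hydrolases, membrane proteins and subunits of the proton pump) stood in for the KEGG set. It is not independent of Datasets S3, with which it shares 28 genes. Of its 69 tested genes, 66 were higher after *inx-14* RNAi on PA14, and *vha-7*, *cup-5* and *laat-1*, named because they are few, were lower. The median log2 fold change was 1.22, and all 3 knockdown libraries were above the vector mean, at 1.72, 1.11 and 0.66 in replicates 1, 2 and 3. An adjusted p under 0.05 was reached by 38 of the genes among all genes tested and by 44 adjusted over the list alone (edgeR's quasi-likelihood test). The 38 became 26, 0 and 0 without vector replicate 1, 2 and 3 and 11, 24 and 48 without replicate 1, 2 and 3 of *inx-14* RNAi. Adjusted over the list alone, the 44 became 38, 26 and 27, then 25, 36 and 48, in the same order. Limma's camera test with a preset correlation gave p = 3.02e-07 and fry gave p = 0.0104, while camera with an estimated correlation gave p = 0.346. Of the genes higher at 0.01 and 1, 2 belong to the list (one-sided Fisher's exact test against all genes tested, p = 0.171). At 0.05 and 0.5, 55.1% of the list was called against 30.3% of all genes tested (the same Fisher's exact test, p = 1.5e-05), and so were all 12 genes of a muscle list (p = 5.84e-07). A neuron list had 75% called (p = 0.00181) and an intestine list 35.7% (p = 0.425), by the same Fisher's exact test. That test takes genes as independent, while camera with an estimated correlation, at p = 0.346 for the lysosome list, does not. The Fisher p-values here and on OP50 below are therefore no evidence of enrichment on their own. Without vector replicate 2 or 3, 0 genes of these 4 lists were called at 0.05 and 0.5. Without vector replicate 1 there were 26 lysosome, 10 muscle, 0 neuron and 2 intestine genes. Without knockdown replicate 1, 2 and 3 there were 11, 24 and 45 lysosome, 2, 10 and 12 muscle, 0, 2 and 9 neuron and 2, 2 and 8 intestine genes. On OP50 the lysosome list had a median of 1.40, with 66 of 69 genes higher and 50 at an adjusted p under 0.05 (53 adjusted over the list alone; camera p = 1.52e-07, fry p = 0.00859, and p = 0.335 by camera with an estimated correlation; two-sided exact permutation test of the list median over the libraries, p = 0.1 on each food). The 50 became 0 in the 6 libraries on OP50 alone, 23, 20 and 28 without vector replicate 1, 2 and 3, and 21, 36 and 63 without knockdown replicate 1, 2 and 3. Adjusted over the list alone, the 53 became 42, then 43, 40 and 46, then 36, 47 and 64, in the same order. At 0.05 and 0.5 on OP50, 72.5% of the lysosome list was called against 36.6% of all genes tested (one-sided Fisher's exact test, p = 1.31e-09), 78.6% of the intestine list (p = 0.00167) and 91.7% each of the muscle and neuron lists (p = 0.000124). In the 6 libraries on OP50 alone 0 genes of these 4 lists were called. Without vector replicate 1, 2 and 3 there were 4, 5 and 9 intestine, 10, 9 and 9 muscle and 6, 6 and 8 neuron genes, and without knockdown replicate 1, 2 and 3 there were 5, 10 and 14, then 9, 10 and 11, then 6, 9 and 12.

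For MAPK signaling, the 6 PMK-1-dependent genes that the paper measured by qPCR were all higher after *inx-14* RNAi on PA14, with log2 fold changes from 2.04 (*C14C6.5*) to 3.04 (*F08G5.6*) and a median of 2.74. All 6 had an adjusted p under 0.05, also adjusted over the list alone, and the list had p = 0.00539 by camera, 0.00218 by fry and 0.177 with an estimated correlation. Adjusted over the list alone, all 6 also kept it without each of the 6 libraries on PA14 in turn. Among all genes tested, all 6 had an adjusted p above 0.05 without vector replicate 2 or 3, for *K08D8.5* 0.0614 and 0.0634. *F35E12.5* also lost its call without vector replicate 1 or knockdown replicate 2, *C14C6.5* without knockdown replicate 1 or 2, and *F55G11.4* and *C17H12.8* without knockdown replicate 1, in each case among all genes tested. On OP50 they had a median of 2.80, with 5 of 6 at an adjusted p under 0.05, which became 4, 3 and 4 without vector replicate 1, 2 and 3, 3, 4 and 6 without knockdown replicate 1, 2 and 3, and 0 in the 6 libraries on OP50 alone. Adjusted over the list alone there were 5, which became 4, 5 and 4, then 4, 5 and 6, then 5, in the same order. The kinase gene *sek-1* rose by 0.97 (standard error 0.283, adjusted p = 0.0267) and *nsy-1* by 1.04 (standard error 0.349, adjusted p = 0.0426), while *pmk-1* itself changed by 0.22 (standard error 0.225, adjusted p = 0.384). Without vector replicate 1, 2 and 3 the adjusted p of *sek-1* was 0.0781, 0.0827 and 0.0861 and that of *nsy-1* 0.121, 0.104 and 0.0944. Without knockdown replicate 1 and 2 they were 0.109 and 0.0601 for *sek-1* and 0.172 and 0.0812 for *nsy-1*, and with no gene filter 0.0854 and 0.0842. Over the alternatives the adjusted p lay between 0.0142 and 0.109 for *sek-1* and between 0.0209 and 0.172 for *nsy-1*. A list of 6 pathway genes that includes these had a median of 0.71 on PA14 (camera p = 0.303, fry p = 0.102) and 0.98 on OP50 (camera p = 0.208, fry p = 0.0498; exact permutation test p = 0.1 on each food). A list of infection response genes other than the 6 above rose in 9 of its 10 tested genes on PA14, with a median of 1.94 (camera p = 0.0236, fry p = 0.0256, camera with an estimated correlation p = 0.369, exact permutation test p = 0.1). The paper sets the enrichment of MAPK signaling among the higher genes beside the dependence of the defense on PMK-1/p38 in its survival assays (Fig. 3), and it then takes up the lysosome pathway.

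**Figure D2:**
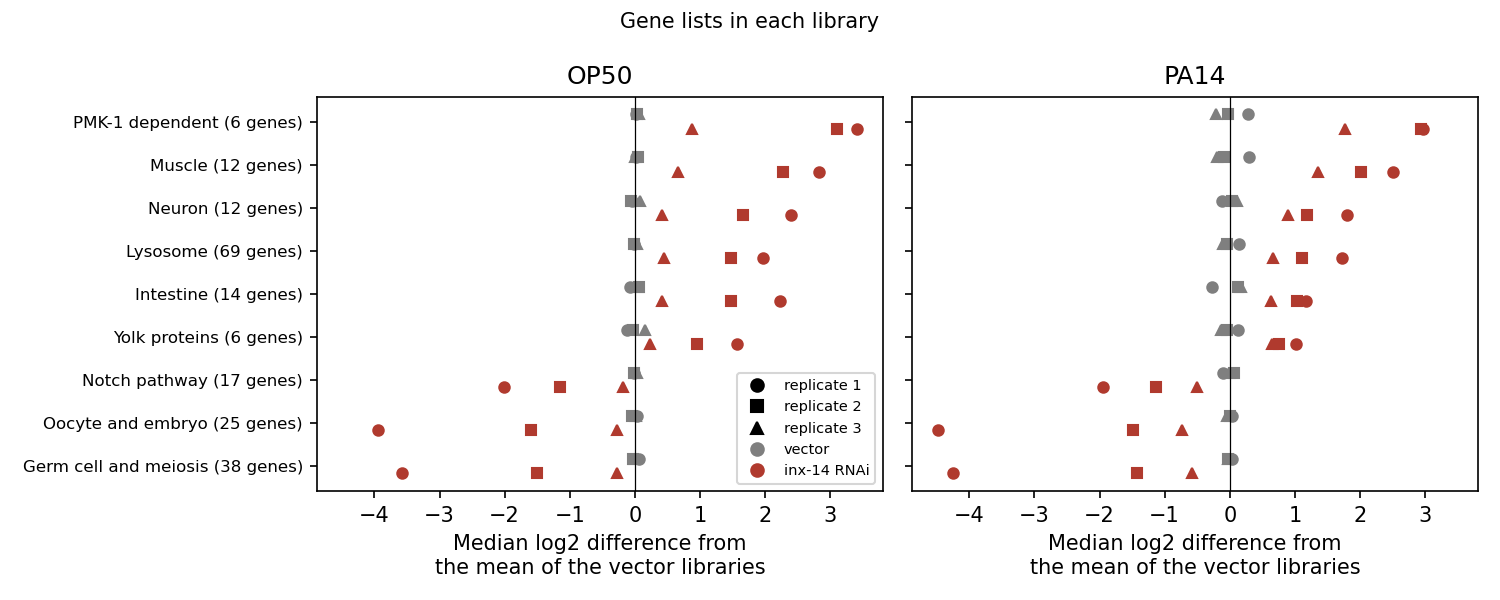
Median log2 difference of each gene list from the mean of the vector libraries on the same bacteria (horizontal axis), with OP50 on the left and PA14 on the right. Each symbol is 1 library (circle, square and triangle for replicates 1, 2 and 3; gray for vector, red for *inx-14* RNAi), and the lists were written by hand or, for the PMK-1-dependent genes, taken from the paper. The lysosome list lies at 1.97, 1.47 and 0.44 on OP50, and in each list of the plot replicate 3 of *inx-14* RNAi is closest to 0.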

**Figure 5:**
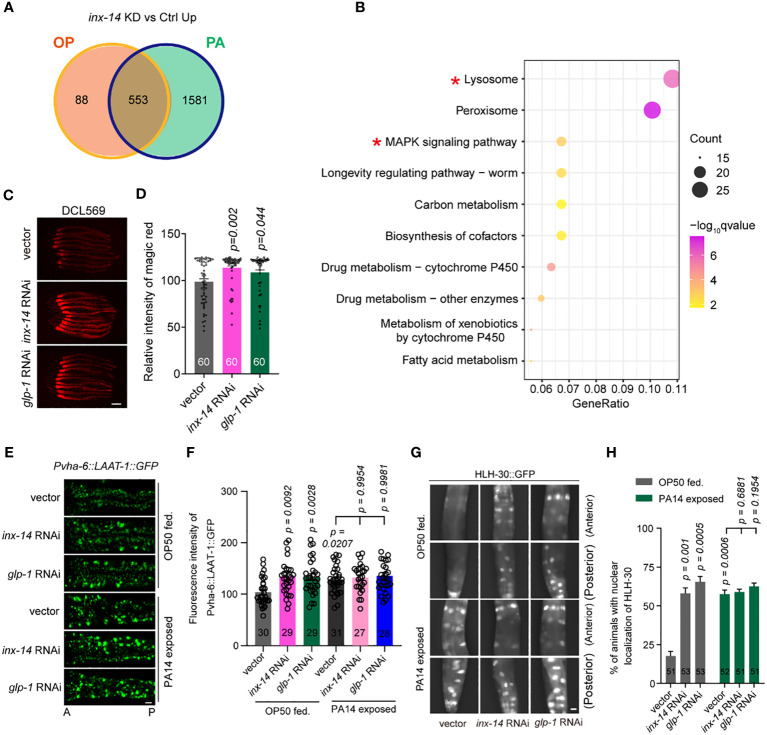
Knock-down of *inx-14* and *glp-1* upregulates a lysosome pathway. **(A)** Venn diagram of genes up-regulated upon germline-specific *inx-14* knock-down in OP50 or PA14 exposed animals. **(B)** KEGG pathway enrichment analyses of the up-regulated genes upon PA14 infection and *inx-14* RNAi knock-down. Two red asterisks mark the MAPK signaling and lysosome pathways. KEGG terms were sorted according to numbers of enriched differentially-expressed genes. **(C, D)** Representative images **(C)** and quantitative analysis **(D)** of Magic Red Cathepsin assay in the germline-specific RNAi strain DCL569. **(E–H)** Representative images **(E, G)** and quantitative analysis **(F, H)** of transgenic worms expressing LAAT-1::GFP in the intestine **(E, F)**, or HLH-30::GFP **(G, H)** fed on vector control, *inx-14*, or *glp-1* RNAi bacteria, prior to OP50 feeding or PA14 infection for 24 (h) Statistical significance was determined by Kruskal–Wallis with Dunn’s multiple comparison test and the exact P value is indicated for **(D, F, H)**. Scale bar, 100 μm in **(C, E, G)**. Two red asterisks mark the enriched signaling pathways of lysosome and MAPK signaling pathways, respectively.

Next, we focused on the role of the lysosome pathway in intestinal defense. We first examined whether lysosomal function was affected by INX-14/GLP-1 signaling using the Magic Red Cathepsin assay (59). We found that germline-specific knockdown of *inx-14* or *glp-1* by RNAi increased Magic Red staining fluorescence intensity (**Figures 5C, D**). Second, we observed that the expression of LAAT-1, a lysosomal lysine/arginine transporter specifically expressed in the gut using the *vha-6* promoter (60, 61), was increased upon PA14 infection, or by RNAi knock-down of *inx-14* or *glp-1* (**Figures 5E, F**).

Finally, previous studies have revealed that the transcription factor HLH-30, a homolog of mammalian TFEB, is a master regulator of lysosomal biogenesis (62–64). Nuclear translocation of HLH-30 induced by extra- and intracellular stress conditions is a critical step that activates transcription of genes involved in lysosome biogenesis (59, 64, 65). Thus, we examined the nuclear localization of GFP-tagged HLH-30 (HLH-30::GFP) and found that the portion of nuclear HLH-30::GFP localization dramatically increased upon PA14 infection, or upon *inx-14* or *glp-1* RNAi treatment (**Figures 5G, H**). Collectively, these data suggest that a INX-14/GLP-1 signaling axis in the germline may control intestinal lysosome activity in a cell non-autonomous manner.

### Intestinal lysosome facilitates gut defense through a PMK-1/p38 pathway

To test if lysosomal signaling is involved in INX-14/GLP-1-mediated gut defense against pathogen infection, we assayed the survival rate of animals upon RNAi knockdown of the four lysosomal genes, *hlh-30, lipl-1, lipl-2*, and *lipl-3*. We found that animals treated with each RNAi showed an increased sensitivity to PA14 infection (**Figures S4A–S4D**). To further investigate in which tissues the lysosome functions to defend against PA14 infection, we performed survival assay using tissue-specific RNAi. We found that *hlh-30* RNAi (**Figures S4E–S4H**), or *lipl-1* RNAi (**Figures S4I–S4L**) in the intestine (VP303) (**Figures 6A, B**), but not in the neuron (TU3311) (**Figurea S4E**, **S4I**), muscle (WM118) (**Figures S4F, S4J**), germline (DCL569) (**Figures S4G , S4K**) or hypodermis (NR222) (**Figures S4H, S4L**), exhibited enhanced sensitivity to PA14 infection, suggesting that a lysosomal pathway acts in the intestine for PA14 defense. To examine the genetic relationship between gonadal INX-14/GLP-1 signaling and the lysosomal pathway, we examined the survival rate of wild-type animals or *inx-14(ag17)* mutants fed with control, *hlh-30* or *lipl-1* RNAi. We found that the enhanced susceptibility of *hlh-30* (**Figures 6C, E**) or *lipl-1* (**Figures 6D, F**) RNAi-treated animals was converted to enhance resistance to PA14 infection. This effect was indistinguishable from the enhanced resistance of *inx-14(ag17)* (**Figures 6C, D**) or *glp-1(e2141)* (**Figures 6E, F**) mutants upon PA14 infection. Consistently, knocking down *inx-14* or *glp-1* by RNAi in the *hlh-30(tm1978)* (**Figures S5A**, **S5B**) or *lipl-1(tm1987)* (**Figures S5C**, **S5D**) mutants completely suppressed the enhanced susceptibility of *hlh-30(tm1978)* (**Figures S5A–S5B**) or *lipl-1(tm1987)* (**Figures S5C–S5D**) single mutants. Moreover, we did not observe any alteration of *inx-14* and *glp-1* mRNA levels following *hlh-30* or *lipl-1* RNAi (**Figures S5E**, **S5F**). Collectively, these data suggested that one or more biological processes may act in parallel to a lysosomal pathway downstream of the INX-14/GLP-1 signaling axis to regulate gut defense.

**Figure 6:**
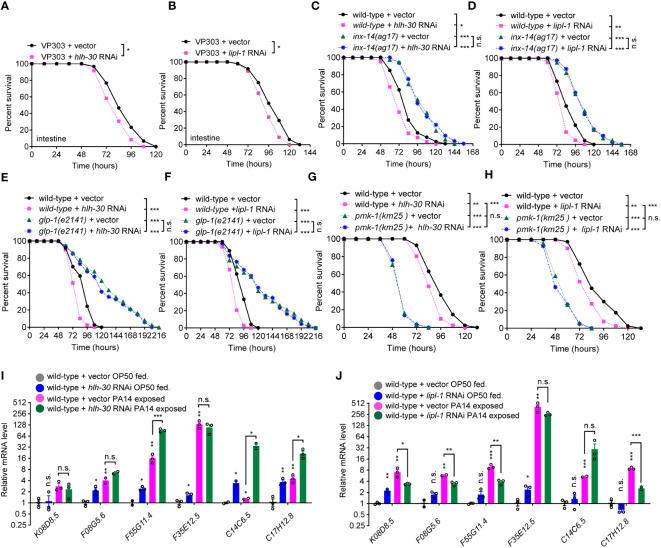
A lysosome pathway is involved in intestinal defense via PMK-1/p38. **(A, B)** PA14 survival assays of the intestine-specific RNAi strain VP303 fed on vector control, *hlh-30* **(A)**, *lipl-1* **(B)** RNAi bacteria, prior PA14 exposure. **(C, D)** Survival assays of wild-type and *inx-14(ag17)* mutant animals fed on vector control, *hlh-30* **(C)**, or *lipl-1* **(D)** RNAi bacteria, prior to PA14 exposure. **(E, F)** Survival assays of wild-type and *glp-1(e2141)* mutants fed on vector control, *hlh-30* **(E)**, or *lipl-1* **(F)** RNAi bacteria, prior to PA14 exposure. **(G, H)** Survival assays of wild-type and *pmk-1(km25)* mutants fed on vector control, *hlh-30* **(G)**, or *lipl-1* **(H)** RNAi bacteria, prior to PA14 exposure. **(I, J)** qRT-PCR analyses of the expression levels of six PMK-1/p38-dependent genes in wild-type animals fed on vector control, *hlh-30* **(I)**, or *lipl-1* **(J)** RNAi bacteria, prior to OP50 or PA14 exposure. All experiments were repeated at least three times. Column data with plots are presented as mean ± SEM. Statistical significance was determined by log-rank test for survival assay or Kruskal–Wallis with Dunn’s multiple comparison test for **(I, J)**. *P < 0.05; **P < 0.01; ***P < 0.001; n.s., not significant.

To understand whether lysosome-mediated gut defense requires PMK-1/p38 signaling, we examined the effects of *hlh-30* or *lipl-1* RNAi treatment on the survival of PMK-1/p38 pathway-dependent gene mutants. These experiments revealed that the enhanced sensitivity of *hlh-30* (**Figures 6G**, **S6A**, **S6B**) or *lipl-1* (**Figures 6H**, **S6C**, **S6D**) RNAi-treated animals to PA14 infection was further enhanced by *nsy-1* (**Figures S6A**, **S6C**), *sek-1* (**Figures S6B**, **S6D**), or *pmk-1* mutation (**Figures 6G, H**). Additionally, RT-qPCR analyses showed that the expression of six PMK-1/p38-dependent genes was increased in the *hlh-30* or *lipl-1* RNAi-treated animals, or upon PA14 infection (**Figures 6I, J**). To address if *pmk-1* affects the lysosome pathway, we investigated the nuclear translocation of HLH-30::GFP in *pmk-1* RNAi-treated animals and observed that the proportions of nuclear localization of HLH-30 between control and *pmk-1* RNAi-treated animals were comparable, while the proportion of HLH-30::GFP nuclear localization dramatically increased upon PA14 infection (**Figures S6E**, **S6F**). Consistently, the mRNA levels of *hlh-30* and *lipl-1* in a *pmk-1(km25)* mutant were comparable to that of wild-type animals (**Figure S6G**). Together, these data suggested that the lysosomal pathway acts in the intestine and downstream of PMK-1/p38 to defend the intestine against pathogen infection (**Figure S6H**).

## Discussion

### The reproductive tract suppresses gut defense via gap junction

Gap junctions, essential players for cell-cell communication, are made of two hemichannels (commonly called connexons), present on adjacent cell. Found in almost all cells, gap junctions play a pivotal role in many physiological and cellular processes, and have even been linked to the progression of diseases, such as arrhythmia, neurosensory deafness, cancer (66–68). Gap junctions play important roles in antibody production, specific immune responses, sensing danger in tissue and transferring electrical, metabolic and immunological information by the immune system (69). However, their roles in intestinal innate immunity remain unclear. Here, we systematically investigated the role of gap junction genes that affect *C. elegans* sensitivity to *Pseudomonas aeruginosa* PA14 infection. We demonstrate that *inx-14*, a heterotypic and heteromeric gap junction subunit, suppresses intestinal defense, as mutants lacking this gene showed strongly increased resistance to PA14 infection. Recent studies have demonstrated that INX-14 is widely expressed in the germline, neurons and muscle (34, 40). To determine the tissue in which INX-14 functions, we performed tissue-specific RNAi and rescue assays and remarkably found that INX-14 primarily acts in the germline. A recent study suggested that one class of heterotypic and heteromeric gap junctions (composed of INX-8 and INX-9 in somatic cells and INX-14 and INX-21 in the germline) is required for the proliferation and differentiation of germline stem cells (16), while another class (composed of somatic INX-8 and INX-9 and germline INX-14 and INX-22) is required for the negative regulation of oocyte meiotic maturation (16).

Previous work demonstrates that insulin/IGF-1 signals from the reproductive system shorten longevity. In *C. elegans*, prevention of germline stem cell proliferation results in the extension of lifespan, which requires the activity of DAF-16, a member of the forkhead/winged-helix family of transcriptional regulators (70, 71). Here we showed an example in which the reproductive system’s gap junction suppresses the intestine against pathogen infection. We have yet to determine if the other subunits INX-8, INX-9, INX-21, and INX-22 of the heterotypic and heteromeric gap junctions act together for intestinal defense.

In humans, the reproductive tissues secrete a variety of hormones such as estrogens and testosterone, which have profound effects not only on development and behavior, but also on immune and inflammatory responses in a cell autonomous way (2, 72). The reproductive system of *C. elegans* is one of the most sexually dimorphic tissues in the animal, with many components differing between hermaphrodites and males. Multiple studies demonstrated that germline removal in *C. elegans* or *Pristionchus pacificus* promotes longevity and increases innate immunity by activating the transcription factor DAF-16/FOXO that is repressed by insulin/insulin-like growth factor signaling (IIS) (53, 73–75). Here, we uncovered that an unexpected signaling axis involving INX-14/Gap junction and GLP-1/Notch in the gonad regulates intestinal defense in a cell non-autonomously manner.

### The Notch pathway transmits defense signaling from the reproductive tract to the intestine

To provide insight into the mechanisms underlying the regulation of intestine defense by gap junctions from the reproductive tract, we performed comprehensive transcriptome profiling and found that GLP-1/Notch specifically acts in the germline and downstream of INX-14 to suppress gut defense. Previous studies revealed that loss of heterotypic and heteromeric gap junctions INX-8/9/14/21 prevents germline development and gametogenesis (16, 48, 76). Remarkably, previous genetic epistasis experiments determined a role for the INX-8/INX-9:INX-14/INX-21 gap junction channels in germline proliferation independent of the GLP-1/Notch pathway (16), while we found that INX-14 acts in the same genetic pathway as GLP-1 for intestinal defense. In addition, DAF-7/TGF-β signaling acts in the germline stem cell niche to regulate the balance of proliferation versus differentiation independently of insulin/IGF-like receptor signaling (48). Here we found that DAF-7/TGF-β signaling is not required for INX-14-mediated intestinal defense. Finally, INX-14/GLP-1 signaling-dependent intestine defense is dependent on PMK-1/p38 but not insulin/IGF-like receptor signaling. Therefore, the effect of INX-14/GLP-1 signaling on intestinal defense is unlikely to be a secondary consequence of reproductive development defects.

Gap junctions are intercellular communication channels that allow a direct transfer of signaling molecules from cell to cell (77). In vertebrate, various communication mediators such as dsDNA, Ca^2+^, cAMP, and IP3 by gap junctions have been implicated in the activation of innate immunity (78–80). It’s quite interesting to investigate how the gap junction INX-14 transmit defense signaling from gonad to intestine.

Activation of Notch signaling relies on the ability of a ligand to trigger receptor proteolysis resulting in the release of an active Notch fragment. The intramembrane proteolysis is involved in receptor activation. After its release by proteolysis from a membrane tether, the Notch intracellular domain (NICD) translocates to the nucleus and associates with a DNA binding protein to activate expression of downstream target genes. This core signal transduction known as the “canonical” pathway is used in most Notch-dependent processes (47). *C. elegans* has two Notch receptor genes, *lin-12* and *glp-1*, and they play important roles in cell fate decisions during development, dauer formation and maintenance, and oocyte growth and cell fate reprogramming. The release of the intracellular domain requires two proteolytic cleavage steps. The first cleavage is triggered by binding of a ligand of the DSL family and exposing a cleavage site (“site 2”, S2) in the ectodomain accessible to ADAM (A Disintegrin And Metalloprotease domain, ADAM) family proteases SUP-17/ADAM10 and ADM-4/TACE (TNFβ-converting enzyme, TACE), which function redundantly as S2 proteases. The second cleavage is a substrate for γ-secretase, which cleaves within the transmembrane domain at “site 3”. The intracellular domains released from its transmembrane tether translocate to the nucleus. In the nucleus, the intracellular domain forms a complex with a sequence-specific DNA binding protein of the CSL family and a co-activator of the Mastermind family to promote target gene expression (81). In our case, loss-of-function of either Notch ligand gene *apx-1* or *lag-2*, or together (**Figures S3C–S3E**), or knocking down S2 protease genes *sup-17* and *adm-4* by RNAi failed to phenocopy the survival rate of Notch receptor *glp-1* mutants upon PA14 infection. It will be quite interesting to investigate the mechanisms underlying how Notch signaling transmits defense signaling to the intestine in future.

### A lysosomal pathway is involved in intestinal defense

Lysosomes are highly dynamic organelles that are responsible for macromolecule degradation and catabolite recycling (82). They participate in many cellular processes including metabolic signaling, gene regulation, immunity, plasma membrane repair and cell adhesion and migration. Lysosomal dysfunction is implicated in the pathogenesis of diseases such as neurodegeneration, metabolic disorders, and cancer (63). The mammalian transcription factor EB (TFEB) is known to control the transcription of autophagy and lysosomal biogenesis genes in response to nutritional stress (83). Previous studies demonstrated that *C. elegans* HLH-30/bHLH, a basic helix-loop-helix transcription factor orthologous to mammalian TFEB, plays an important role in longevity (84) and host response to infection (65).

Our RNA-Seq data revealed that lysosome pathway genes were enriched and upregulated by germline-specific loss of *inx-14*. 

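The 48 genes that the paper lists for the lysosome pathway in Datasets S3 were chosen on these libraries, so that their values are no independent test. All 48 were tested here, and 47 were higher after *inx-14* RNAi on each of PA14 and OP50, with a median log2 fold change of 1.82 and 1.96. An adjusted p under 0.05 was reached by 44 of them on each food (edgeR's quasi-likelihood test), and by 48 on PA14 and 46 on OP50 adjusted over the list alone. On PA14 the 44 became 28, 0 and 0 without vector replicate 1, 2 and 3 and 15, 30 and 48 without replicate 1, 2 and 3 of *inx-14* RNAi. On OP50 the 44 became 27, 28 and 34, then 28, 36 and 48, in the same order, and 0 in the 6 libraries on OP50 alone. Adjusted over the list alone, the 48 on PA14 became 43, 47 and 46, then 39, 46 and 48, and the 46 on OP50 became 42, 42 and 43, then 40, 43 and 48, and 45 in the 6 libraries. At an adjusted p under 0.01 and a log2 fold change over 1, 3 genes were called on PA14, *pho-11*, *asm-3* and *lipl-3*. In the paper's own values, 30 of the 48 genes pass these thresholds. The lipase gene *lipl-3* (WBGene00020016, chromosome V of WBcel235, 521702 to 524218) had the highest value in the paper's list and rose from 1 read in the 3 vector libraries on PA14 to 2.44 ± 1.36 CPM (n = 3), a ratio of 133 with a 95% counting interval from 23.5 to 5310. Its adjusted p was 0.00728, and 0.0545 and 0.0614 without vector replicate 2 and 3, within a range from 5.32e-06 to 0.0614. On OP50 it had 2.26 ± 0.899 CPM (n = 3) with vector and 10.4 ± 5.27 (n = 3) with *inx-14* RNAi, a log2 fold change of 2.20 (standard error 0.60, adjusted p = 0.0164). There the adjusted p was 0.0691 and 0.0554 without vector replicate 1 and 2 and 0.0616 and 0.0502 without replicate 1 and 2 of *inx-14* RNAi, within a range from 0.00235 to 0.0691. The gene of the transcription factor HLH-30 (*hlh-30*, WBGene00020930, chromosome IV, 4014799 to 4034784) rose from 64.1 ± 2.29 CPM (n = 3) to 130 ± 18.9 (n = 3) on PA14, a log2 fold change of 1.02 (standard error 0.284, adjusted p = 0.0224). Without any 1 of the 3 vector libraries, or without replicate 1 or 2 of *inx-14* RNAi, its adjusted p was between 0.056 and 0.0802, and it was 0.0728 with no gene filter. *dnj-19* (WBGene00001037, chromosome V, 5503033 to 5504856) was the 1 gene of the list that fell, by 0.72 on the log2 scale on PA14 (standard error 0.249, adjusted p = 0.0472). Its adjusted p was 0.127, 0.0908 and 0.0973 without vector replicate 1, 2 and 3, 0.172 and 0.122 without replicate 1 and 2 of *inx-14* RNAi and 0.0739 with no gene filter, within a range from 0.0106 to 0.172.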

We further found that nuclear accumulation of HLH-30 was robustly induced by *inx-14*, or *glp-1* RNAi under OP50 feeding or PA14 infection conditions, as compared to wild-type fed on OP50. These results suggest that the Gap junction/Notch signaling axis suppresses a lysosomal pathway via an unidentified intercellular signaling between gonad and intestine. It is also possible that Gap junction/INX-14 regulates calcium signaling, malonyl-CoA (85, 86) or other messenger such as cyclic GMP (24) that triggers to cleave and activate Notch/GLP-1 (47) in the gonad, which consequently transduces activated Notch/GLP-1 signal to epithelial cells of the intestine and trigger gut lysosome pathway. The activated lysosome may stimulate PMK-1 activation and promote lysozymes for pathogen defense in the intestine. Our survival data showed that knocking down *hlh-30* or *lipl-1* by RNAi caused weak enhanced susceptibility to PA14 infection, while either *inx-14* or *glp-1* mutants exhibited strong enhanced resistance. However, the susceptibility caused by RNAi knockdown of *hlh-30* or *lipl-1* in *inx-14(ag17)* or *glp-1(e2141)* mutants are indistinguishable from that of *inx-14(ag17)* or *glp-1(e2141)* single mutants. These data suggest that *inx-14* and *glp-1* are epistatic to *hlh-30* and *lipl-1*. Since gonadal INX-14 controls many other biological processes, including peroxisome, longevity regulating pathways, or carbon metabolism, these pathways may function redundantly or in parallel to each other, and downstream of the INX-14/GLP-1 signaling axis for the intestinal defense. Hence, if one of these signaling pathways, for instance the lysosome pathway, is removed, we might not observe an obvious effect on the survival of animals upon PA14 infection, which is consistent with our findings in this study.

## Materials and methods

### C. elegans strains

Strains were maintained at 20˚C on nematode growth medium (NGM) plate seeded with *Escherichia coli* OP50 as a food source using standard procedures, except *glp-1(e2141)* mutants that were raised at 15˚C (87). The N2 Bristol strain of *C. elegans* was used as the wild-type reference strain. The following mutant alleles and transgenes were used in this study: *inx-8(gk42), inx-9(gk293), inx-14(ag17), inx-21(ok2524), inx-22(tm1661), inx-19(ky634), unc-7(e5), unc-9(e101), eat-5(ad1402), che-7(ok2373), inx-6(rr5), inx-2(ok376), inx-5(ok1053),inx-7(ok2319), inx-10(ok2714), inx-11(ok2783), inx-16(ox144), inx-18(ok2454), inx-20(ok681), inx-1(tm3524), inx-15(tm3394), inx-17(tm3292), inx-14(ag17);pmk-1(km25), glp-1(e2141), DCL569 mkcSi13 [sun-1p::rde-1::sun-13’UTR+unc-119(+)];rde-1(mkc36), VP303 rde-1(ne219);kbIs7 [nhx-2p::rde-1+rol-6(su1006)], WM118 rde-1(ne300);neIs9 [myo-3::HA::RDE-1 + rol-6(su1006)], TU3311 uIs60 [unc-119p::YFP + unc-119p::sid-1] pmk-1(km25), nsy-1(ag3), sek-1(km4), glp-1(e2141), hlh-30(tm1978), lipl-1(tm1987)*, AY101 *acIs101 [F35E12.5p::GFP + rol-6(su1006)]*, SAL144 *pha-1(e2123);denEx22 [K08D8.5::GFP + pha-1(+)]*, *unc-17(e245), unc-25(e156), unc-13(e51)*, MAH235 *sqIs19 [hlh-30p::hlh-30::GFP + rol-6(su1006)], unc-17(e245), unc-13(e51), unc-25(e156), qxIs520[Pvha-7::LAAT-1::GFP].*

Transgenic strains generated for this study to express INX-14 under the control of endogenous or tissue-specific promoters in an *inx-14(ag17)* genetic background are: *inx-14(ag17);aijEx186[pXZ20;pCFJ90]* and *inx-14(ag17);aijEx219[pXZ23; pCFJ90].*

The bacterial strains used in this study were *Escherichia coli* OP50, *E. coli* HT115, and *Pseudomonas aeruginosa* PA14 (6). All the bacteria were grown in Luria-Bertani (LB) broth at 37°C and seeded on nematode growth medium (NGM) plates as the food source unless otherwise indicated.

### Germline transformation

Transgenic animals were created by microinjection of plasmid DNA into the gonad of young adult *C. elegans* animals as described previously (88). For specific rescue transgenes of *inx-14(ag17)*, the plasmid DNA of pXZ20 (*Ppgl-1::inx-14::SL2::GFP::unc-54 3’ UTR*), or pXZ23 (*Pges-1::inx-14::SL2::GFP::unc-54 3’ UTR*) was injected at 20 ng μl^-1^ with co-injection marker at 5 ng μl^-1^, and 1 kb ladder up to 100 ng μl^-1^.

### Plasmid constructions

The plasmids were constructed by using isothermal assembly (89), unless stated otherwise. The following plasmids were created in this study:

pXZ20: *Ppgl-1::inx-14::SL2::GFP::unc-54 3’ UTR*. To assemble pXZ20, a 207 bp fragment of the germline-specific promoter *Ppgl-1* and a 1.6 kb genomic DNA fragment of the *inx-14* coding region (from initiation codon ATG to stop codon TAA) were amplified from N2 genomic DNA and fused to an SL2::GFP sequence and *unc-54* 3’UTR (from pNP403). This assembly was inserted into pJET1.2 (Clone JET PCR Cloning kit, Thermo Scientific, K1232#) using isothermal assembly (89).

pXZ23: *Pges-1::inx-14::SL2::GFP::unc-54 3’ UTR*. To assemble pXZ23, a 2.5 kb fragments of intestine-specific promoter *Pges-1* and a 1.6 kb genomic DNA fragment of the *inx-14* coding region (from initiation codon ATG to stop codon TAA) were amplified from N2 genomic DNA and fused to an SL2::GFP sequence and *unc-54* 3’UTR (from pNP403). This assembly was inserted into pJET1.2 (Clone JET PCR Cloning kit, Thermo Scientific, K1232#) using isothermal assembly (89).

### Pathogen PA14 killing assay

The killing assay by *P. aeruginosa* PA14 infection was performed as described previously (6) with minor modifications. The overnight culture of *P. aeruginosa* PA14 was seeded onto modified 35 mm-diameter NGM plates (0.35% instead of 0.25% peptone) to cover the entire surface of NGM agar (6). These slow-killing assay plates were dried at room temperature and incubated at 37°C for 24 h and equilibrated at 25°C for 8-24 h before being used for the assay. Synchronized L4 worms were transferred to the *P.aeruginosa* PA14 plates and cultivated at 25°C. Worms were counted for death events every 12 hours for survival and transferred to fresh slow killing plates daily. Animals were considered dead if they failed to respond when the head or the tail was touched using an eyebrow. 5-Fluoro-2’-deoxyuridine (FUdR, 50 mg/ml) (Sigma, F0503) was added to plates to prevent the growth of progeny and “bagging”. Animals that crawled off the plate or died from vulva bursting were censored. All survival assays were performed in at least three independent replicates.

### RNA interference in *C. elegans*

RNA interference (RNAi) was performed by feeding worms with *E. coli* strain HT115 (DE3) expressing double-strand RNA homologous to a target gene as previously described (90). RNAi clones were obtained from the Ahringer RNAi library. Bacteria were grown at 37˚C overnight in LB liquid medium containing 100 g/ml ampicillin, then 1 mM isopropyl β-D-1-thiogalactopyranoside (IPTG) was added to induce dsRNA production for 3-5 hours. 300 µl *E. coli* HT115 bacteria carrying either the desired RNAi or the empty vector pL4440 were then seeded onto NGM with 100 g/ml ampicillin, hood-dried in a dark environment and cultured overnight at 25 ˚C. Adult animals were then transferred onto RNAi bacterial lawns to lay eggs at 20°C for 2 hours and removed after laying eggs. The eggs hatched were allowed to develop at 20°C to reach the L4 stage for subsequent experimental use.

### Tissue specific RNAi

Tissue-specific gene knockdown was performed as described previously (91, 92) with minor modifications using the strains targeting RNAi to the germline (DCL569), intestine (VP303), neurons (TU3311), muscle (WM118) or epidermis (NR222). Synchronized eggs of DCL569, VP303, TU3311, WM118, and NR222 were cultured on NGM plates seeded with *E. coli* HT115 RNAi clones at 20°C until the progeny reached the L4 stage. These animals were then transferred to NGM plates with full-lawn PA14 at 25°C for survival assays.

### RNA preparation and quantitative real-time PCR

Synchronized larval L4 worms were transferred onto NGM plates seeded with OP50 or PA14 maintained at 25°C for 24 hours. Animals were washed off and collected, quickly rinsed once with M9 solution, and then re-suspended in TRIzol (Transgen, ER501-01-01) for total RNA extraction or frozen by liquid nitrogen and then stored at -80°C for subsequent experiments. Total RNA was obtained using TransZol Up Plus RNA Kit (Transgen, ER501-01) and cDNAs were synthesized using the TransScript All-in-One First-Strand cDNA Synthesis SuperMix (Transgen, AT341-02). cDNA aliquots were stored at -80°C for subsequent experiments. qRT-PCR was performed using SYBR PCR Master Mix (Transgen, AQ141-02) on a Bio-Rad CFX96 real-time PCR machine. Relative fold-changes for transcripts were calculated using the comparative CT (2^-ΔΔCT^) method and normalized to *tba-1*/tubulin. All experiments were performed at least three times independently. Primers used for these experiments are listed in Supporting **Table S3**.

### RNA-Seq experiment

Total RNA (1 µg) was obtained as described above from the germline-specific DCL569 RNAi strain fed with L4440 empty vector control, *inx-14* RNAi (prior to PA14 infection), or OP50 for 24 hours. These samples was used as input material for RNA sample preparation. Sequencing libraries were generated using the NEBNext® Ultra™ RNA Library Prep Kit for Illumina® (NEB) following manufacturer recommendations, and index codes were added to attribute sequences to each sample. Library preparations were sequenced on an Illumina NovaSeq 6000 platform using 150 bp paired-end reads.

Clean reads were mapped to the worm reference genome (Wbcel235) using HISAT2 (93). Uniquely mapped reads were summarized to WormBase annotated genes using feature Counts (94). The raw gene expression matrix was imported into the R environment for further processing and analysis. Genes with low read counts (less than 50 reads in all eight libraries) were filtered out, leaving sets of ~15,000 genes to test for expression differences between conditions. Different expression analyses were carried out using R package DESeq2 (95). Differentially-expressed genes (DEG) were identified based on two criteria: FDR (False discovery rate using Benjamini-Hochberg adjusted p-values) <0.01 and absolute value of log2(Fold Change) >1. Hierarchical clustering was performed for all leaving sets of genes using Pearson correlations. Differentially-expressed genes were used to perform KEGG pathway enrichment analyses using R package cluster Profiler (96). The top 20 terms with the lowest adjusted p-values were considered here.

### Defecation assay

The defecation cycle length was measured on synchronized young adult hermaphrodites on standard NGM plates at 20°C. Animals were transferred to fresh plates and were allowed to adapt for at least 10 min before observation. Measurements were obtained from animals with OP50 feeding and the duration of the cycle was defined as the time from one expulsion to the next. Ten defecation cycles were measured for each individual. To determine the percentage of successful enteric muscle contractions per defecation cycle, we scored for the occurence of an enteric muscle contraction following a posterior body contraction (97).

### Brood size

Brood size was measured by picking single L4 worm to a 3.5 cm NGM plate, maintained at 20°C. Each worm was transferred to a new NGM plate every day and the previous plate was kept at 20°C for two more days until the number of live progeny was scored. This procedure was repeated until no eggs were laid anymore on NGM plate.

### Pharyngeal pumping behavior assay

Pharyngeal pumping was assayed by recording a 1 minute movie focusing on the pharynx of young adult worms using the DIC optics of Multi-Purpose Zoom Microscope (AZ100, Nikon). One opening and one closing of the terminal bulb (TB) was regarded as a complete pumping sequence. Pharyngeal pumping rates were reported as number of pumps per minute.

### Quantification of intestinal PA14 CFU

The quantification procedure of intestinal PA14 colony forming units (CFU) was modified from a previous study (39). Briefly, after exposure to *P. aeruginosa* PA14 for 24 hours, ten worms were transferred onto a fresh 3.5 cm NGM plate with M9 solution containing 25 mM sodium azide (Amresco, 0639) to paralyze the worms. Worms were then washed once by M9 solution containing 1 mg/ml ampicillin and 1 mg/ml gentamicin (Solarbio, G8170, China) and incubated for 0.5 h to kill bacteria attached to the surface of the animals on the plate. After worms were lysed with a motorized pestle, serial dilutions of the lysates (10^-1^, 10^-2^, 10^-3^, 10^-4^) were plated onto Luria-Bertani plates containing 100 g ml^-1^ rifampicin (Solarbio, R8011) and incubated overnight at 37°C to select for PA14 colony. PA14 colonies were counted to determine CFU per worm. At least three independent replicates were performed for each condition.

### Imaging and fluorescence quantification

To quantitatively analyze the fluorescence intensity of PMK-1/p38-dependent gene reporters, *F35E12.5p::GFP* or *K08D8.5p::GFP* images were acquired using a digital automated microscope (Nikon, AZ100, Japan). Synchronized eggs were grown to the L4 stage by feeding on L4440 vector control or gene-specific RNAi bacteria, prior to *E. coli* OP50 feeding or *P. aeruginosa* PA14 infection for 12 to 24 h. Animals were paralyzed with 1 mM sodium azide (Sigma) in M9 buffer and mounted on 2% agarose pads. To evaluate the fluorescence level in different genetic backgrounds, each genotype was analyzed on three different days, and the data were pooled. Data are presented as a percentage of the mean fluorescence relative to that of the wild-type or vector control. All results of fluorescence quantification are presented as means and SEM.

### Visualization of bacterial accumulation assay

Overnight culture of *P. aeruginosa* PA14 expressing GFP (PA14::GFP) were seeded on NGM plates and incubated at 37°C for 24 h. Synchronized L4 larvae were transferred to these plates and cultured at 25°C for 24 h. Before the examination of bacterial accumulation in the intestine and the pharyngeal lumen of animals, worms were washed in M9 buffer to eliminate fluorescent bacteria attached to the cuticle of worms. The visualized fluorescence of PA14::GFP was observed by using ultra-high resolution spectral confocal microscope (Olympus, fv1000, Japan), and the fluorescence intensity was quantified using Image-J software (v1.8.0, NIH).

### Green fluorescent bead intake assay

This assay was done by feeding synchronized worms with 0.5 μm green fluorescent polystyrene beads (44). Overnight *P. aeruginosa* PA14 cultures were mixed with the beads at a ratio of 25:1 and 100μl of mixture were placed onto the plate and incubated at 37°C overnight. Young adult animals were transferred to the plate and incubated at 25°C for 2 hours. Worms were then washed in M9 buffer with 25 mM sodium azide to remove the fluorescent beads that adhere to the body surface, and mounted on glass slides for imaging using the a multi-purpose zoom microscope (AZ100, Nikon). The fluorescence intensity of the area containing the GFP fluorescent beads was analyzed using Image-J software (v1.8.0, NIH).

### Avoidance assay

The PA14 avoidance assay was performed with minor modification as previously described (39). A 20 μL drop of *P. aeruginosa* PA14 culture was seeded in the center of 6.0 cm NGM plates and cultured at 37°C for 24 h. Thirty L4 larva were placed in the center of each PA14 lawn on the NGM plate. The number of worms within the PA14 lawn was counted at 2, 4, 6, 8 and 10 h post-exposure.

### Lifespan assay

Synchronized L4 stage worms were transferred to the OP50 lawn of NGM plate. Animals were scored for survival daily and transferred to fresh plates every 2-3 days. Animals were considered dead if they failed to respond to the repeated touch of a platinum wire. Those that died of vulva burst or crawling off plates were censored. The assay was performed at 25°C.

### Western blotting

Worm lysates were prepared using lysis buffer in the presence of protease inhibitors (Sigma-Aldrich, USA) or protease and phosphatase inhibitors (Sigma-Aldrich, USA). Proteins were boiled for 10 min at 98°C before gel electrophoresis. For the western blotting, we used primary anti-phospho-p38 MAPK rabbit polyclonal antibody (Cell Signaling Technology, 4511, USA) at a 1:1,000 dilution, or anti-β-actin mouse monoclonal antibody (Transgen, HC201-01, China) at a 1:3,000 dilution. A horseradish peroxidase (HRP)-conjugated goat anti-rabbit (Transgen, HS101-01, China), or anti-mouse (Transgen, HS201-01, China) were used as secondary antibody at a 1:2,000 or 1:5,000 dilution, respectively. Images of western blot membranes were captured using an imaging system (MicroChemi 4.2, DNR Bio Imaging Systems). All western blotting experiments were repeated at least three times independently.

### Magic red staining

Magic Red stain (Immuno Chemistry Technologies #938, Bloomington, Minnesota) is cleaved by Cathepsin B and generates a red fluorescent substrate in functional lysosomes (59). Magic Red stain was prepared in 260x DMSO stock following the manufacturer’s instructions. This 260x stock was diluted with 60 μl M9 buffer, spread onto a well of a 24-well-plate containing 1 ml NGM and dried at room temperature. Synchronized eggs were grown to the L4 stage by feeding on L4440 vector control or gene-specific RNAi bacteria, prior to *E. coli* OP50 feeding or *P. aeruginosa* PA14 infection for 12 to 24 h. L4 worms were transferred onto Magic Red dye-containing NGM plate seeded with OP50 or PA14 and cultured overnight at 25 ˚C. Worms were photographed with ultra-high resolution spectral confocal microscope (Olympus, fv1000, Japan) and quantified by Image-J.

### Statistical analysis

Data were analyzed with Prism 8.0 (v8.4.3, GraphPad Software, Inc.) and SPSS® Statistics Version 25 (IBM, USA). For statistical analyses of all killing and life span assays, Log-rank (Kaplan-Meier) method was used to calculate p-values. The exact p-values for all survival assay are listed in Supporting **Table S1**. Column data with plots are presented as mean ± SEM. Statistical significance was determined by log-rank test for survival assays, or unpaired Student’s t-test for comparison between column data. The exact p value for all statistical analysis of quantitative RT-PCR are listed in Supporting **Table S2**.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE216879 (GEO). Codes are available at 10.24433/CO.2273316.v1 (Code Ocean).

## Ethics statement

The manuscript presents research on animals that do not require ethical approval for their study.

## Author contributions

XZ and HT conceived ideas and designed experiments. XZ, YW, ZC, and ZW performed experiments and analyzed data. XZ and HT wrote the manuscript with input from all authors. All authors reviewed and edited the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

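RNA of whole DCL569 animals was measured in 12 libraries, 3 for each combination of vector or *inx-14* RNAi with OP50 or PA14. The groups and replicate numbers were taken from the sample titles. Where the genotype labels conflicted with the titles, the titles were used, because the datasets of the paper use the same CT and KD. The legend of Fig. 4A uses KD for *inx-14* knockdown and Ctrl, not CT, for the L4440 vector. The level of *inx-14* itself was looked at in each library as a check of the labels and was not used to assign any library.

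The authors deposited 1 table of the whole series. Its count columns hold the authors' raw counts per gene, which are whole numbers and were the values used for every test here. They were made by aligning reads with HISAT2 to WBcel235 and counting uniquely mapped reads per gene with featureCounts, according to the Methods. The versions, the annotation release and the use of strand are not given in the sources used here. Reads that map to several near-identical genes are left out by such counting, so families of close copies can be undercounted, and genes that overlap on opposite strands can take each other's reads if the counting ignored the strand. The authors' FPKM values, also deposited, were checked and not tested: in each library they equal the count divided by gene length and by 1 fixed depth for genes with at least 100 reads. The authors' deposited log2 fold changes and p-values of their own DESeq2 comparisons were used only where they are named as the authors'. The authors' group means of normalized counts were not used here. In that deposited table 3607 genes on PA14 and 6050 on OP50 have an adjusted p-value of exactly 1, of which 110 on OP50 have an unadjusted p-value under 0.05. It gives values for 20650 genes on PA14, of which 8616 have fewer than 50 reads in every library. Coordinates are those of the authors' deposited table. Of its 46965 genes, 46817 are in the Ensembl annotation at hand, and 69.1% of these have the same chromosome, start and end there. That annotation was therefore used for no coordinate. The copy of Datasets S1 used here holds the first 1997 of its 4757 genes and that of Datasets S2 the first 1997 of 2134, so no overlap or set test was run on either. Datasets S3 holds all of its 48 genes.

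Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with at least 50 reads in at least 1 library were kept (12035 genes), following the filter in the Methods, which speak of 8 libraries. Libraries were scaled by TMM, and glmQLFit and glmQLFTest were run on all 12 libraries with 1 mean per group, so that all groups share 1 estimate of the spread. The common dispersion was 0.177. Standard errors were derived from the log2 fold change and its F statistic. The thresholds were an adjusted p under 0.05 and a log2 fold change under -0.5 for genes lower on PA14, as in the note of Datasets S1, and 0.01 and 1 for the others, as in the Methods. Gene lists were tested with camera and fry of limma 3.58.1 on log2 CPM with a prior count of 2, and camera used a preset correlation of 0.01. The median of each list was also compared between libraries by a two-sided exact permutation test. Of the 18 lists, some hold genes the paper names. The others were written by hand before the data were examined: Notch pathway, GLP-1 targets, PMK-1 pathway, infection response, lysosome, germ cell and meiosis, oocyte and embryo, sperm, intestine, muscle, neuron, hypodermis, yolk proteins and DAF-16 targets. The values of the paper had been read by then, among them Fig. 4A, Datasets S3 and the top of Datasets S2 with *mtl-1*, so the lists, the predictions and the choice to fit all 12 libraries together were made with those values known, including the spread between *inx-14* RNAi libraries in Fig. 4A. No KEGG gene set was used.

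The genes named in the text follow a rule set before the data were examined: the genes the paper names and the short lists, the 3 with the largest rise and fall on PA14 after *inx-14* RNAi and between PA14 and OP50 with vector (adjusted p under 0.01, groups that do not overlap, mean of at least 10 CPM), the same for the interaction without the condition on overlap, the ends of Datasets S3, whose values had been seen, and the 3 most abundant genes of each other list. Other genes are named where a count is small, after their values were seen.

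Library totals ranged from 18579462 to 21653059 counts, so a gene at 1 CPM has few reads, and its value carries a counting error as well as the spread between animals. Replicates of a group were compared before they were averaged. Chi-square per degree of freedom between vector libraries of a group was 6.64 to 51.2 and between *inx-14* RNAi libraries 84.4 to 552, so that no pair differed by as little as sampling noise. The replicate numbers were checked by correlating the deviations of same-numbered libraries from their group means. Between vector and *inx-14* RNAi the correlation was 0.21, 0.13 and 0.16 on PA14 and -0.05, 0.18 and -0.09 on OP50. By the criterion fixed before these correlations were computed, that every pair exceed 0.1, the numbers pair the libraries on PA14 and are only numbers on OP50. Libraries of different numbers were not correlated, so the criterion was not compared with values without pairing. Between the foods the correlation was 0.22, -0.02 and 0.23 for vector and 0.87, 0.1 and 0.89 for *inx-14* RNAi. The test of the difference in effect between foods treats these libraries as independent, so a block for each RNAi and replicate number was added for it.

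The calculation was tested on simulated data, with counts drawn for the 12035 genes and 200 of them changed. At a log2 fold change of 2, 47% of the changed genes were recovered for *inx-14* RNAi on PA14 with 1 false call, 47% on OP50 with 5, and 45.5% for PA14 against OP50 with vector with 2. At a log2 fold change of 4, 97.5%, 98% and 95% were recovered, with 11, 5 and 7 false calls. In the real libraries 6825 genes had an unadjusted p under 0.05 on PA14, and the first principal component held 77.7% of the variance. A simulation with 200 changed genes does not represent this. Its values check the calculation and are not rates of recovery or false calls for these libraries.

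The alternatives were DESeq2 1.42.0 on the same genes, median-ratio size factors in edgeR, no gene filter, edgeR's filterByExpr, 50 reads in at least 8 libraries, the 6 libraries of a comparison alone, the replicate number as a block, each library left out in turn, the other pair of thresholds, fry, and camera with an estimated correlation. DESeq2 on 6 libraries without a gene filter, and the block for each RNAi and replicate number, were added after the data were seen. The assays of the paper other than RNA-Seq were not analysed here.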

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

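The test of germ cell genes as a set and the regroupings of libraries were written down before the data were examined, with the paper's own values already known. The other tests in this part, of equal somatic rise, gene length, DAF-16 genes and *tba-1*, were written after the results were seen.

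The paper does not report how genes of different tissues moved in these whole animals. After *inx-14* RNAi, all 38 germ cell and meiosis genes tested fell, with a median log2 fold change of -1.46 on PA14 and -1.24 on OP50 (camera 2.13e-08 and 2.67e-08, fry 0.0716 and 0.11), and 0 had an adjusted p under 0.05 on PA14 in edgeR, against 11 in DESeq2, 25 with the replicate block in edgeR and 16 without replicate 3 of *inx-14* RNAi. Oocyte and embryo genes had medians of -1.58 and -1.29, with 23 of 25 falling on PA14 (camera 7.54e-05 and 5.28e-05, fry 0.102 and 0.142). Camera with an estimated correlation gave 0.315 and 0.318 for germ cell genes and 0.335 and 0.326 for oocyte and embryo genes. The median of each of these 2 lists was lower in every knockdown library than in every vector library on both foods. Of 39 sperm genes only *spe-41* was tested (-0.73 and -0.77), and its sign was the same in each alternative that tested it. With no gene filter, which brings in genes under 50 reads in every library, the medians of the sperm list were 1.79 and 2.08. All 38 germ cell genes lay below the median of all genes on PA14, the outcome written down for a smaller share of germline RNA. Genes of matching length outside the list had a median of 0 on PA14 (733 genes), which argues against gene length. A smaller germline, fewer germ cells with the same RNA each, or less transcription within the germline could each give this fall, and the counts do not separate them.

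Lists of somatic genes rose in median log2 fold change, while the median of all tested genes was 0.17 on PA14 and 0.28 on OP50. Muscle rose by 2.02 on PA14 and 2.21 on OP50 (12 of 12 genes, camera 0.000125 and 0.000455, fry 0.00405 and 0.00596). Neuron rose by 1.34 and 1.74 (12 of 12, camera 0.00281 and 0.00101, fry 0.0172 and 0.00919). Intestine rose by 0.95 and 1.56 (12 and 14 of 14, camera 0.0199 and 0.000564, fry 0.0393 and 0.00642). Yolk proteins rose by 0.77 and 1.04 (6 of 6, camera 0.0725 and 0.0548, fry 0.0331 and 0.0215). With an estimated correlation camera gave none of these 4 lists a p under 0.05. It gave 0.244 and 0.283 for muscle, 0.37 and 0.327 for neuron, 0.462 and 0.286 for intestine and 0.455 and 0.426 for yolk proteins. With an adjusted p under 0.05 on PA14 were 12, 9, 5 and 3 of their genes, and 12, 10, 5 and 4 adjusted over each list alone (edgeR). Without vector replicate 2 or 3 the first of these became 0, 0, 0 and 0, without vector replicate 1 10, 0, 2 and 1, and without knockdown replicate 1, 2 and 3 they became 2, 0, 2 and 0, then 10, 2, 2 and 1, then 12, 9, 8 and 4. Adjusted over each list alone, they were 11, 0, 2 and 3, then 12, 9, 2 and 0, then 12, 10, 2 and 0 without vector replicate 1, 2 and 3, and 12, 2, 2 and 0, then 12, 9, 2 and 1, then 12, 11, 5 and 4 without knockdown replicate 1, 2 and 3. No scaling alternative changed the sign of these 4 medians. The hypodermis list, of which 6 of 10 genes were tested, had a median of -0.82 on PA14 but a mean of 0.63 (camera 0.598, fry 0.923). If germline RNA fell and all other RNA stayed as it was, lists of genes without RNA in the germline would rise equally. The muscle list rose further than the intestine list by 1.06 on PA14. The gap was between 0.72 and 1.33 in the knockdown libraries and between -0.38 and 0.57 in the vector libraries. This argues against an equal rise of the 2 lists. Whether genes of either list also have RNA in the germline, which would lower their rise, was not tested. The gap therefore does not show a difference between tissues by itself. A shared rise from the lower germline share, with or without differences between tissues on top of it, may be part of each value.

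Genes of a DAF-16 list, written with the high value of *mtl-1* in the paper's Datasets S2 in view, had a median of 3.95 on PA14 (14 of 15 rose; camera 4.53e-07, fry 0.000114) and 2.99 on OP50 (15 of 15; camera 8.73e-06, fry 0.000815), the sign being the same in each scaling alternative. Camera with an estimated correlation gave 0.113 and 0.155. On PA14 the list lay 1.93 above the muscle list, between 1.62 and 1.99 in the knockdown libraries and between -0.03 and 0.13 in the vector libraries. On OP50 the difference was smaller, at 0.78, between 0.27 and 0.83 in the knockdown libraries and between -0.31 and 0.18 in the vector libraries. These differences argue against the rise shared by somatic genes as the whole account. Whether DAF-16 acts on these genes here was not tested, and other regulators of the same genes could give the same values.

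The gene *tba-1* changed by -1.01 on PA14 (standard error 0.363, adjusted p = 0.0518 in edgeR; 0.0244 in DESeq2, and 0.00951 to 0.177 over the alternatives), from 891 to 441 CPM. In knockdown replicates 1, 2 and 3 it was at -1.77, -0.98 and -0.54, the same order as the germ cell list at -4.25, -1.42 and -0.58. A fall of germline RNA as a whole may account for it. If the same fall held in other animals, a ratio to *tba-1* would be raised by it, which was not tested here.

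With vector, 7 genes were higher and 5 lower on PA14 than on OP50 in the fit of all 12 libraries, a comparison the text of the paper does not report. Among the higher were *irg-5*, *dod-21* and *C32H11.9*, and the lower were *acdh-1*, *C35A5.3*, *acs-2*, *acdh-2* and *argk-1*. These vector libraries on PA14 also serve the comparison with *inx-14* RNAi. Of 10 splits of the 6 libraries, 1 (the real one) gave as many genes higher, and 1 as many lower, and 10 splits cannot exclude chance at 0.05. Without vector replicate 1, 2 or 3 on OP50, 0, 1 and 0 genes were higher and 1, 1 and 1 lower, and without replicate 1, 2 or 3 on PA14, 49, 2 and 2 were higher and 7, 1 and 1 lower. Fitted on these 6 libraries alone the counts were 189 and 123. Shared spread from the knockdown libraries is a candidate explanation for the lower counts, since the common dispersion was 0.177 in all 12 libraries and 0.0298 in these 6.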

How the results depend on the processing

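DESeq2 on 6 libraries without a gene filter, and a block for each RNAi and replicate number in the test of the difference between foods, were the alternatives among these tests chosen only after the result was seen. Counts below are in the order lower on PA14, higher on PA14, lower on OP50, higher on OP50, higher on both, and higher and lower on PA14 against OP50 with vector, and were 309, 130, 0, 1, 1, 7 and 5 with edgeR on all 12 libraries. For the 0, edgeR had 5782 genes on OP50 at an unadjusted p under 0.05. The cause of the changes was not tested.

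DESeq2 on the same genes gave 2829, 2519, 15, 2887, 1880, 266 and 97, and 3 genes for the difference between foods against 0 in edgeR (144 at an unadjusted p under 0.05). DESeq2 on 6 libraries without a gene filter gave 4774, 2137, 5, 641, 553, 490 and 370. With no gene filter edgeR gave 120, 866, 1, 932, 482, 96 and 30. With the 6 libraries of the comparison the count of genes higher on PA14 was 17, higher on OP50 0, higher on both 0, and between foods with vector 189 and 123. With 50 reads in at least 8 libraries it was 160 lower and 0 higher on PA14, 0 higher on OP50 and on both, and 1 and 0 between foods. Median-ratio size factors gave 574 lower on PA14 and 2 higher on OP50 and on both, and filterByExpr 217 higher on PA14, 22 on OP50 and 20 on both. Thresholds of 0.01 and -1 left 0 genes lower on PA14 in edgeR (6825 at an unadjusted p under 0.05; DESeq2 called 68), 0.05 and -0.5 gave 43 lower on OP50, and 0.05 and 0.5 gave 3643 and 4400 higher on PA14 and OP50, and 3205 genes higher after inx-14 RNAi on both bacteria.

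By the criterion fixed in advance, replicate numbers pair the libraries on PA14 (correlations 0.21, 0.13 and 0.16). On OP50 they are shared only as numbers (-0.05, 0.18 and -0.09). Only libraries of the same number were correlated, so the value to be had without pairing is unknown. The block fits 1 effect per replicate number in all 12 libraries, although same-numbered libraries of different groups correlated between -0.17 and 0.89. Whether the block is a justified pairing therefore remains open. With the replicate block the counts were 3363 and 1340 on PA14, 28 higher on OP50 and 28 on both, and 15 and 13 between foods with vector. It changed the calls of 31 named gene results to an adjusted p under 0.05 and left the 4 camera tests run with it (Notch and germ cells on PA14, lysosome on each food) under 0.05. Within the lists the number of genes at an adjusted p under 0.05 went from 0 to 25 of the germ cell genes and from 1 to 10 of the Notch genes on PA14. Between the foods, *inx-14* RNAi libraries of the same number correlate in replicates 1 and 3 (0.87 and 0.89) and hardly in replicate 2 (0.1). With a block for each RNAi and replicate number edgeR called 1 gene for the difference between foods, *C35A5.3*, with 495 at an unadjusted p under 0.05.

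Leaving out 1 library moved the counts from 0 to 3087 (lower on PA14), 0 to 1883 (higher on PA14), 0 to 337 (lower on OP50), 0 to 4442 (higher on OP50), 0 to 3057 (both), 0 to 49 and 1 to 7 (with vector), the highest without replicate 3 of *inx-14* RNAi on the food concerned (on OP50 for both) and, with vector, without replicate 1 on PA14.

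The camera tests of the Notch, lysosome and germ cell lists passed 0.05 in each change of library, filter, scaling and block. With an estimated correlation they gave 0.305 for Notch, 0.346 and 0.335 for lysosome on PA14 and OP50, and 0.315 for germ cells, and fry gave 0.058 for Notch and 0.0716 for germ cells.

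Among named genes the sign reversed as follows. On PA14 *lin-12* (0.02) became -0.10 with DESeq2 and with median-ratio size factors, -0.11 with no gene filter, -0.04 with filterByExpr and -0.33 with DESeq2 on 6 libraries, and ranged from -0.18 to 0.18 with 1 library left out. *ifc-2* (0.12) became -0.01 with DESeq2 and median-ratio size factors, 0 with no gene filter and -0.23 with DESeq2 on 6 libraries, and ranged from -0.16 to 0.42. On OP50 *pmk-1* (0.11) became -0.11 with DESeq2 and median-ratio size factors, -0.05 with no gene filter and -0.31 with DESeq2 on 6 libraries, ranging from -0.08 to 0.22, and *atf-7* (0.10) became -0.12 with both, -0.05 and -0.32, ranging from -0.11 to 0.22. DESeq2 on 6 libraries also gave -0.16 for *pmk-1* (0.22), -0.03 for *daf-16* (0.35) and -0.05 for *snb-1* (0.33) on PA14, and -0.03 for *snb-1* (0.40) on OP50. *C35A5.3* on OP50 (-0.12) became 0.03 with 50 reads in at least 8 libraries and ranged from -0.25 to 0.09, and *lea-1* on PA14 (-0.14) ranged from -0.55 to 0.12. Median-ratio size factors moved the median of all genes from 0.17 to 0.04 on PA14 and from 0.28 to 0.07 on OP50, against which the reversals under that scaling are to be read.

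Of the other named gene results, DESeq2 brought 16 to an adjusted p under 0.05 and took 3 from it, median-ratio size factors 2 and 8, no gene filter 2 and 19, the 6 libraries 9 and 44, 50 reads in at least 8 libraries 2 and 1, DESeq2 on 6 libraries 30 and 24, and filterByExpr took 7. Depth limits *arg-1*, with 0 or 1 reads per library on PA14, and less so *lag-2*, with 11 to 19 reads and a standard error of 0.469.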

Differences from the paper's values

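The alternatives used in this part, except DESeq2 on 6 libraries without a gene filter, were fixed before the data were examined, and that one was chosen only after the result was seen.

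The paper gives 4757 genes lower after *inx-14* RNAi on PA14, and edgeR gave 309 here. Among the alternatives fixed then, the replicate block (3363) comes within 1.5 times of the paper's count and the others do not. The paper's 56 genes lower on OP50 are those at 0.05 and -0.5 in the authors' deposited table, which holds 5 at 0.01 and -1. At 0.05 and -0.5 edgeR gave 43 here, of which 22 are among the 56, and at 0.01 and -1 it gave 0 (5782 genes at an unadjusted p under 0.05, and 15 by DESeq2). Of genes higher after inx-14 RNAi on OP50 the paper has about 640 (Fig. 5A, read by eye) against 1 here, and about 550 on both foods (Fig. 5A, read by eye) against 1; no gene filter gives 932 and 482, and the other alternatives fixed then remain apart. For genes higher on PA14 the paper gives 2134 against 130 here, and DESeq2 (2519) and leaving out replicate 3 of *inx-14* RNAi (1883) come within 1.5 times while the others fixed then do not. DESeq2 on 6 libraries without a gene filter, chosen after the paper's values were seen, gives 4774, 641, 553 and 2137, and drops 0 of the 4757 and 0 of the 2134 genes of the authors' deposited table. At 0.05 and -0.5 it gives 56 genes lower on OP50, the same 56 as in that table.

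Log2 fold changes of Datasets S3 also differ for 16 of 48 genes on PA14 and 4 on OP50, and all 48 have the same sign on each food. A value was counted as different where the gap to the paper's was larger than the SD of the gene between replicates, pooled over both groups, so genes with even replicates are counted at smaller gaps. Over all 48 genes the median gap was 0.4 on PA14 and 0.47 on OP50. The largest gaps lay within that SD, for *cpr-1* on PA14 (2.20 and 2.68, SD 1.39) and for *gba-2* on OP50 (3.60 and 4.14, SD 1.88). On PA14 the paper's value and the one here are, in that order, *F41C3.5* 1.55 and 1.95, *lipl-1* 1.53 and 1.89, *hex-1* 1.47 and 1.87, *aman-1* 1.41 and 1.81, *Y105E8B.9* 1.40 and 1.79, *bgal-1* 1.37 and 1.77, *crn-7* 1.25 and 1.65, *pho-14* 1.23 and 1.63, *W03G11.3* 1.12 and 1.51, *R04B3.2* 1.04 and 1.43, *K09E4.4* 0.98 and 1.36, *apm-1* 0.89 and 1.27, *pho-4* 0.72 and 1.09, *tag-196* 0.66 and 1.05, *hlh-30* 0.64 and 1.02, *dnj-19* -1.08 and -0.72. On OP50 they are *Y105E8B.9* 0.66 and 1.1, *R04B3.2* 0.75 and 1.19, *hlh-30* 0.78 and 1.22, *dnj-19* -0.88 and -0.52. With DESeq2, median-ratio size factors or no gene filter, 1 gene (*hlh-30*) still differs on PA14 and 0 on OP50, and with DESeq2 on 6 libraries without a gene filter 0 differ and the median gap is 0 on both foods. With filterByExpr *W03G11.3*, *tag-196*, *hlh-30* and *dnj-19* differ on PA14 and *dnj-19* on OP50, the block leaves 10 and 1, the 6 libraries 16 and 1, 50 reads in at least 8 libraries 31 and 9 of 43, and leaving out 1 library 3 to 36 and 2 to 41.

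The paper describes *lin-12* and *lag-2* as lowered by *inx-14* RNAi. On PA14 *lin-12* changed here by 0.02 and *lag-2*, in a fit without the gene filter, by 0.23. The value of *lin-12* lay between -0.18 and 0.18 with 1 library left out, and it was negative with DESeq2 and with median-ratio size factors. The authors' deposited values on PA14 are -0.33 for *lin-12* and 0.008 for *lag-2* (adjusted p 0.466 and 0.991 in their DESeq2 comparison). On OP50 *lin-12* and *lag-2* had the paper's direction here, at -0.39 and -0.81. The other Notch genes the paper names had the paper's direction: *glp-1* -1.34, *apx-1* -1.30, *dsl-1* -1.69 and, without the gene filter, *arg-1* -0.68 on PA14, and -1.17, -1.1, -1.28 and -2.04 on OP50.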

Other observations

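All tests in this part other than the regroupings of libraries were chosen only after the results were seen.

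The Notch list fell less than the germ cell list, by a median difference of 0.33 on PA14 (0.07 to 2.31 in the knockdown libraries, -0.13 to 0.09 in the vector libraries) and 0.31 on OP50 (0.09 to 1.56, and -0.08 to 0.06). On PA14, *glp-1* fell less than the median germ cell gene, by a difference of 0.12 on the log2 scale, and the 2 targets of GLP-1 in germline stem cells had a median of -1.44 on PA14 and -1.24 on OP50. Of the 17 Notch genes tested, 6 on PA14 fell less than every germ cell gene or, for *lin-12*, did not fall, 10 lay within the range of the germ cell genes, and *dsl-1*, at about 1 CPM, fell further (-1.69 against at most -1.66). The value of *glp-1* is consistent with a fall of germline RNA as a whole, in which it takes part. The values do not test whether signaling through GLP-1 changed within germ cells.

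The median of the lysosome list rose no further than those of the neuron and muscle lists. On PA14 its median was 0.27 above the intestine list, and the difference was 0.02 to 0.55 in the knockdown libraries and -0.28 to 0.42 in the vector libraries. On OP50 it was below the intestine list by 0.16 and below the neuron list by 0.35. A rise shared with other somatic genes may therefore account for the list as a whole, and genes that rose further remain open. The 6 PMK-1-dependent genes lay 1.78 above the intestine list on PA14, between 1.13 and 1.91 in the knockdown libraries and between -0.39 and 0.56 in the vector libraries. This argues against a rise shared with the genes of the intestine list as their whole account. They lay less far above the muscle list, which rose further than the intestine list. The difference on PA14 was 0.72, between 0.41 and 0.93 in the knockdown libraries and between -0.01 and 0.07 in the vector libraries. On OP50 it was 0.59 (0.22 to 0.84, and -0.02 to 0.06). Much of their rise may therefore be shared with other somatic genes.

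Knockdown libraries of 1 group differed widely. The germ cell list was at -3.57, -1.51 and -0.27 in replicates 1, 2 and 3 on OP50 and at -4.25, -1.42 and -0.58 on PA14, and between -0.03 and 0.06 in the vector libraries. The first principal component held 77.7% of the variance. Library size is argued against, because vector libraries on OP50, whose totals differ more, had a range of 0.09. A few abundant genes are argued against as well, since with counts scaled to library totals the range was 3.59 on PA14 both with and without the 10 most counted genes, which include the yolk genes, and 3.6 with and 3.48 without them on OP50, and these genes held at most 20.9% of the counts of a library. The knockdown library closest to the vector libraries, at -0.27, was still outside their range, which argues against an exchanged label. Different shares of animals that responded to the RNAi and a graded response in each animal cannot be told apart: the germ cell, oocyte, muscle and neuron lists gave shares of vector-like animals up to 16.8 percentage points apart in 1 library, replicate 2 on OP50, with replicate 1 assumed to have responded fully. Other lists lay further apart in that library, from -9.17% for the DAF-16 list to 57.8% for the infection response list.

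For *inx-14* RNAi on PA14, 1 of 10 splits (the real one) gave as many genes lower and 1 as many higher, and for OP50 1 gave as many higher. For genes lower on OP50 the real count is 0 in edgeR (5782 genes at an unadjusted p under 0.05, and 15 called by DESeq2), which all 10 splits meet whatever they give, so that they say nothing about chance. With 10 splits the share is never under 0.1, so chance cannot be excluded at 0.05 from these alone. Of the 4 splits on PA14 that part all 3 pairs, the other 3 gave 0 calls in edgeR at the same thresholds. For the difference in the effect between foods, where edgeR called 0 genes (144 at an unadjusted p under 0.05, and 3 called by DESeq2), all 100 of 100 regroupings meet that count whatever they give, and they too say nothing about chance.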
